# *ROR2* expression predicts human induced pluripotent stem cell differentiation into neural stem/progenitor cells and GABAergic neurons

**DOI:** 10.1038/s41598-023-51082-4

**Published:** 2024-01-06

**Authors:** Takuya Kuroda, Satoshi Yasuda, Satoko Matsuyama, Takumi Miura, Rumi Sawada, Akifumi Matsuyama, Yumiko Yamamoto, Masaki Suimye Morioka, Hideya Kawaji, Takeya Kasukawa, Masayoshi Itoh, Hidenori Akutsu, Jun Kawai, Yoji Sato

**Keywords:** Pluripotent stem cells, Stem-cell differentiation

## Abstract

Despite the development of various in vitro differentiation protocols for the efficient derivation of specific cell types, human induced pluripotent stem cell (hiPSC) lines have varing ability to differentiate into specific lineages. Therefore, surrogate markers for accurately predicting the differentiation propensity of hiPSC lines may facilitate cell-based therapeutic product development and manufacture. We attempted to identify marker genes that could predict the differentiation propensity of hiPSCs into neural stem/progenitor cells (NS/PCs). Using Spearman’s rank correlation coefficients, we investigated genes in the undifferentiated state, the expression levels of which were significantly correlated with the neuronal differentiation propensity of several hiPSC lines. Among genes significantly correlated with NS/PC differentiation (*P* < 0.01), we identified *ROR2* as a novel predictive marker. *ROR2* expression in hiPSCs was negatively correlated with NS/PC differentiation tendency, regardless of the differentiation method, whereas its knockdown enhanced differentiation. *ROR2* regulates NS/PC differentiation, suggesting that *ROR2* is functionally essential for NS/PC differentiation. Selecting cell lines with relatively low *ROR2* expression facilitated identification of hiPSCs that can differentiate into NS/PCs. Cells with *ROR2* knockdown showed increased efficiency of differentiation into forebrain GABAergic neurons compared to controls. These findings suggest that *ROR2* is a surrogate marker for selecting hiPSC lines appropriate for NS/PC and GABAergic neuronal differentiations.

## Introduction

Human pluripotent stem cells (hPSCs) can differentiate in vitro to form all embryonic germ layers, including the ectoderm, and self-renew in vitro^1^. This may allow for new applications of hPSC in regenerative medicine and cell therapy. There have been numerous attempts to introduce human induced pluripotent stem cells (hiPSCs) to patients, and some of them are being tested in clinical trials^2,3^. In addition, numerous clinical-grade human embryonic stem cell and hiPSC lines have recently been established as raw materials for cell-based therapeutic products (CTPs)^4–6^. In the case of autologous transplantation where the patient’s cells are used for treatment, multiple cell lines can be established from hiPSC colonies. However, hPSC lines have individual differentiation propensities to generate specific cell lineages in vitro^7,8^, which translates to low reproducibility and is time-consuming and costly.

Multiple factors, such as partial reprogramming, incomplete silencing of transgenes, and gene misregulation by insertional mutagenesis, may cause the variations observed in the hPSC line differentiation^9^. Even hiPSC lines established from the same cells by the same reprogramming method may have varying differentiation propensities. The reasons underlying this variation among hiPSC lines are inadequately explained and remain unclear. Therefore, selecting hPSC lines that can efficiently differentiate into target cells is crucial for CTP application and in regenerative medicine.

This necessitates a marker for predicting the differentiation propensity by measuring gene expression levels in the undifferentiated state. In our previous studies, we attempted to identify markers of pluripotency status to predict the differentiation propensity in hiPSC lines using rank correlation analysis and found *SALL3* and *CXCL4* to be markers of three-germ layer differentiation and cardiomyocyte differentiation, respectively^10,11^, suggesting that the same approach can be used to identify predictive markers of the propensity to differentiate into other lineages.

HiPSC-derived neural stem/progenitor cells (NS/PCs) can differentiate into various mature neurons, astrocytes, oligodendrocytes, and other cell types, and are an important part of hiPSC-based transplantation therapy. A clinical study of hiPSC-derived NS/PC transplantation for subacute spinal cord injury is underway in Japan^12^. Here, we attempted to identify genes for potentially predicting the differentiation propensity of hiPSCs into NS/PCs, the stem/progenitor cells of various mature nerves. Using 10 hiPSC lines, we investigated genes that were significantly correlated with the tendency of NS/PC differentiation.

## Results

### Evaluation of differentiation potential of hiPSCs using two types of NS/PC differentiation methods

We hypothesized that certain significant attributes of hiPSCs determine their propensity to differentiate into specific cells and attempted to identify potential marker genes whose expression in hiPSCs is significantly correlated with the tendency of differentiation into NS/PCs. The approach toward identifying differentiation propensity markers was essentially based on a statistical comparison of the gene expression profiles of undifferentiated hiPSCs and the in vitro NS/PC differentiation propensity of each cell line using the rank correlation method, as described in our previous studies^10,11^ (Fig. 1a). We first obtained the gene expression profiles of 10 hiPSC lines (Supplementary Table 1) using microarray analysis published in our previous study^10^. The defined filtering criteria were used to identify 3,362 probes with significantly different expression levels among the hiPSC lines (GSE88963). Subsequently, to examine the differences in neural differentiation propensity among the hiPSC lines, they were differentiated into NS/PCs using two differentiation methods, suspension and adhesion culture, to obtain two independent and significantly correlated groups of genes. We hypothesized that the genes whose expression levels correlated with neuronal differentiation potential in common when differentiated by the two methods were likely to be essential for neuronal differentiation. We employed different culture methods (suspension or adhesion) with different medium compositions, considering that genes showing significant correlations in common, even in completely independent cell-differentiation methods, are more important factors. For suspension culture differentiation, we used a BMP4 inhibiting method based on protocols in previous reports, with certain modifications^13^ (Fig. 1b). Adhesion culture differentiation was induced through the dual inhibition of SMAD signaling, as described in a previous study^14^ (Fig. 1c). Using total RNA isolated from NS/PC after 10 days of differentiation, the expression levels of three NS/PC marker genes (*PAX6*, *SOX1*, and *NES*) were examined using quantitative reverse transcription-PCR (qRT-PCR). In the suspension method, differences in the expression levels of *PAX6* and *SOX1* between NS/PCs from different hiPSC lines were within fivefold, whereas in the adhesion method, these differences were more than 15-fold, suggesting that the adhesion method more significantly induces cells with the NS/PC differentiation potential into NS/PCs than the suspension method (Fig. 1d,e).

**Figure 1:**
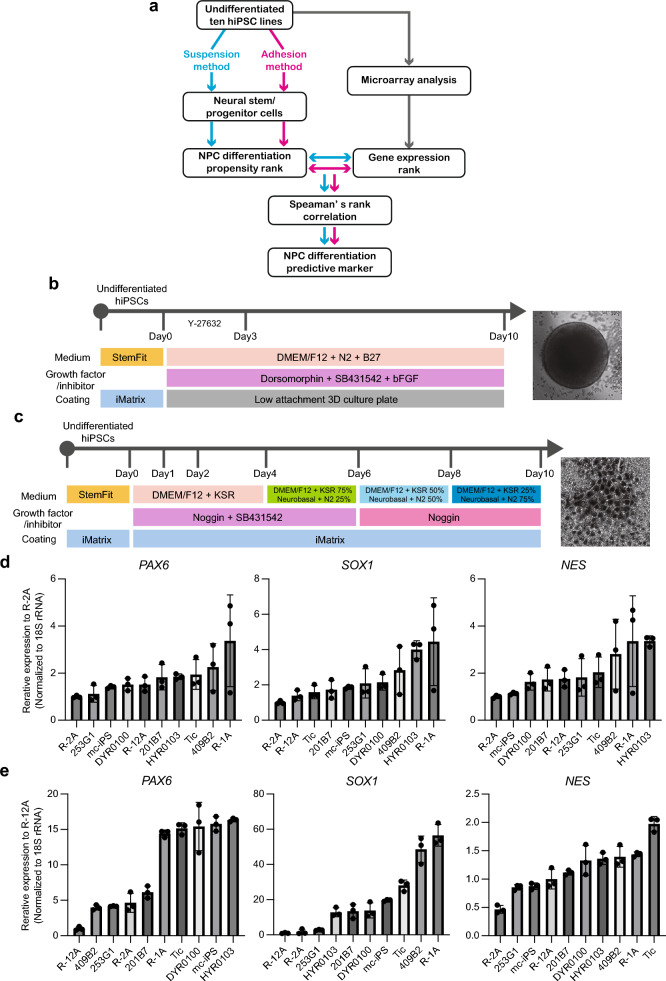
Profiles of hiPSC lines showing NS/PC differentiation propensities. (**a**) Outline of workflow for identifying biomarkers for predicting the NS/PC differentiation propensity of hiPSCs. (**b**) Schematic of culture procedures for NS/PC differentiation in suspension culture. (**c**) Schematic of culture procedures for NS/PC differentiation in adhesion culture. (**d**) qRT-PCR analysis of the mRNA levels of the NS/PC markers *PAX6*, *SOX1,* and *NES*. Total RNA was isolated from NS/PCs derived from 10 hiPSC lines differentiated using the suspension method. (n = 3, biological replicates) Using one-way ANOVA, significant differences in *PAX6* (*P* < 0.05), *SOX1* (*P* < 0.01), and *NES* (*P* < 0.05) were observed among cell lines. (**e**) qRT-PCR analysis of the mRNA levels of the NS/PC markers *PAX6*, *SOX1,* and *NES*. Total RNA was isolated from NS/PCs derived from 10 hiPSC lines differentiated using the adhesion method. (n = 3, biological replicates) Using one-way ANOVA, significant differences in *PAX6* (*P* < 0.0001), *SOX1* (*P* < 0.0001), and *NES* (*P* < 0.0001) were observed among cell lines.

### Screening of NS/PC differentiation marker genes

To reduce the variables indicating the differentiation propensity of each cell line, NS/PC marker gene expression data were analyzed using principal component analysis (PCA), and the first principal component score (PC1) for NS/PC differentiation was calculated. Because it generates principal components in order starting with PC1, to consider as much information on each variable as possible, we used PC1 as an indicator of each cell line's propensity for NS/PC differentiation based on the expression levels of multiple marker genes. The explained variance of PC1 was 88.16% for the suspension method and 65.17% for the adhesion method. Based on the PC1 results, we ranked the 10 hiPSC lines in descending order of PC1 for NS/PCs (Fig. 2a,b); R-2A cells had the lowest efficiency for NS/PC differentiation regardless of the differentiation method. We observed a significant positive rank correlation between the two differentiation methods (*r*_*s*_ = 0.818, *P* < 0.01). Subsequently, Spearman’s rank correlation coefficients between the gene expression (microarray data) and NS/PC differentiation ranks (PC1) were determined. We identified differentiation propensity marker candidates with statistically significant correlations (*P* < 0.01). The Spearman’s correlation coefficient describes positive and negative correlations. There were two positively correlated and two negatively correlated genes each in both suspension and adherent cultures (Table 1). Among the identified potential marker genes, *ROR2* was the only gene showing a common correlation between the two differentiation methods (Fig. 2c).

**Figure 2:**
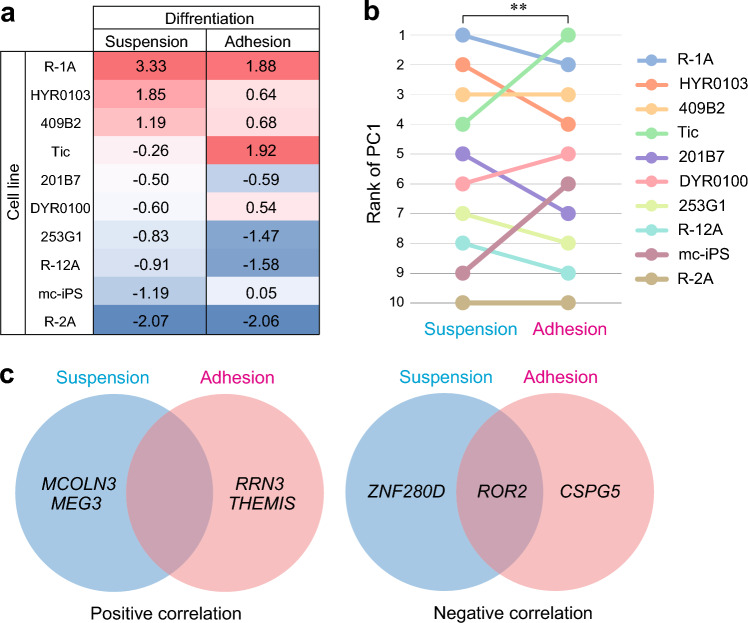
Identification of predictive markers of NS/PC differentiation using rank correlation analysis. (**a**) Expression profiles for NS/PC marker genes were summarized using PCA. The number indicates the first principal component score (PC1) of each NS/PC differentiation method among the 10 hiPSC lines. (**b**) The line graph represents the rank of the PC1 score of each NS/PC differentiation method among the 10 hiPSC lines. **P < 0.01, Spearman’s rank correlation coefficients. (**c**) Venn diagrams illustrate identified NS/PC differentiation propensity markers that indicated statistically significant correlations (*P* < 0.01, Spearman’s rank correlation coefficients). Positively correlated genes (left) and negatively correlated genes (right) were identified as candidate marker genes with a common correlation between the two differentiation methods. All candidate genes of NS/PC differentiation propensity markers are listed in Table 1.

**Table 1:** Potential marker genes showing statistically significant correlations.

Adhesion method				Suspension method			
Positive		Negative		Positive		Negative	
Gene	*r*_s_	Gene	*r*_s_	Gene	*r*_s_	Gene	*r*_s_
*THEMIS*	0.867	*CSPG5*	− 0.903	*MCOLN3*	0.830	*ROR2*	− 0.842
*RRN3*	0.830	*ROR2*	− 0.891	*MEG3*	0.794	*ZNF280D*	− 0.818

### *ROR2* is a marker for NS/PC differentiation propensity of hiPSCs

*ROR2* encodes ROR2, a WNT receptor protein, which is essential for inducing hiPSC differentiation^15^. Although WNT is reported that intricately regulated in neuronal differentiation, it remains unclear whether *ROR2* regulates NS/PC differentiation in hiPSCs. To examine the role of *ROR2* in regulating the NS/PC differentiation propensity of hiPSCs, we performed loss-of-function experiments by introducing lentiviral vectors containing *ROR2* shRNA into R-2A cells that showed the lowest propensity for neuronal differentiation. There was a more than fivefold difference between the highest and lowest expression levels of *ROR2* mRNA in the 10 cell lines, with the R-2A line showing the second highest expression level (Fig. 3a). The knockdown (KD) efficiency of *ROR2* in *ROR2* KD cells was confirmed by the expression levels of *ROR2* transcripts and proteins (Fig. 3b,c). In addition, *ROR2* KD showed little effect on the mRNA expression of the pluripotency markers (*OCT3/4* and *LIN28A*) in undifferentiated hiPSCs (Fig. 3d). Furthermore, when *ROR2* KD cells were subjected to NS/PC differentiation using the two methods, NS/PCs derived from *ROR2* KD cells showed significantly higher expression levels of NS/PC marker genes (*PAX6*, *SOX1* and *NES*) than control cells, except for *NES* in the adhesion culture method (Fig. 3e,f); this lead to increases in the PC1 scores of NS/PCs derived from the suspension and adhesion cultures by 7.8 and 1.0, respectively, compared with NS/PCs from the controls. In contrast, the expression of *GFAP*, an astrocyte marker, was not observed in control cells and *ROR2* KD cells for either differentiation method, suggesting that differentiation into astrocytes did not occur at day 10. The results were reproducible even when hiPSCs with *ROR2* KD by shRNA of a different sequence were differentiated into NS/PCs, excluding the possibility of off-target effects of *ROR2* KD on differentiation (Supplementary Fig. 1). Moreover, immunofluorescence images indicated the upregulation of PAX6 protein expression in *ROR2* KD cells after inducing adhesion culture NS/PC differentiation (Fig. 3g). Furthermore, we found the overexpression of *ROR2* in 253G1 cells and a significant decrease in the expression of *PAX6* after NS/PC differentiation with the adhesion method, which was consistent with the knock-down experiment. However, the expression of *SOX1* and *NES* remained unchanged compared with that in hiPSCs transfected with the control vector, and there was no significant effect of the *ROR2* overexpression on the NS/PC differentiation propensity (Supplementary Fig. 2). Together, these results indicate that *ROR2* negatively regulates the differentiation of hiPSCs to NS/PCs.

**Figure 3:**
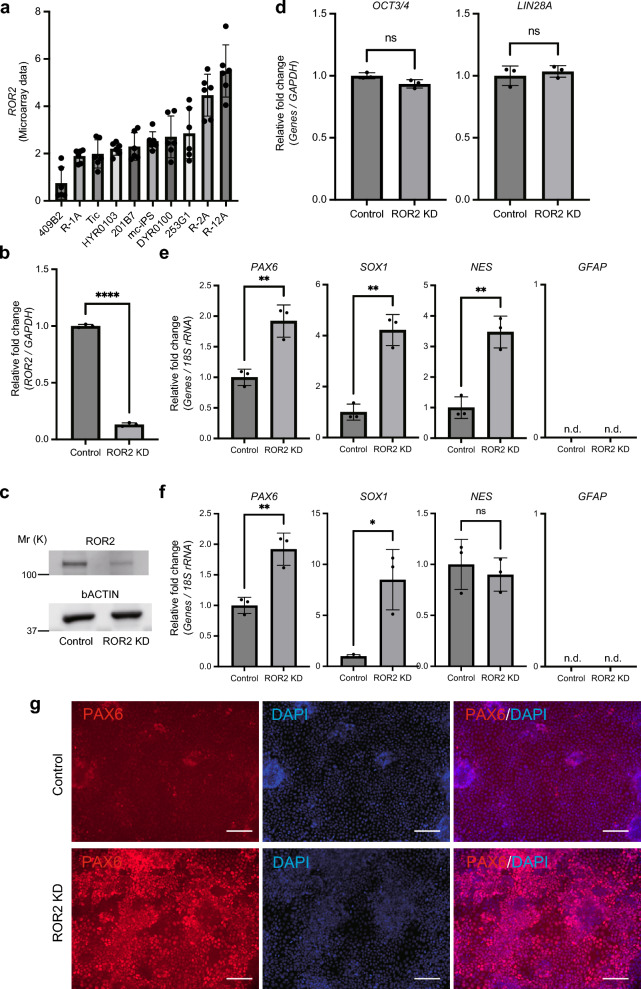
*ROR2* negatively regulates the differentiation of hiPSCs into NS/PCs. (**a**) Microarray data of *ROR2* expression in 10 hiPSC lines (n = 6, biological replicates). Using one-way ANOVA, a significant difference in *ROR2* expression was observed between cell lines (*P* < 0.0001). (**b**) *ROR2* KD was confirmed using qRT-PCR analysis (n = 3, biological replicates). (**c**) Western blotting analysis of the total extracts obtained from control and *ROR2* KD cells. β-actin was used as a loading control. Molecular weight is indicated as Mr (k). (**d**) qRT-PCR analysis of undifferentiated hPSC markers, *OCT3/4* and *LIN28A*. Total RNA was isolated from R-2A *ROR2* KD cells and R-2A control shRNA cells in the undifferentiated state (n = 3, biological replicates). (**e**, **f**) qRT-PCR analysis of NS/PC and astrocyte marker genes in NS/PCs derived from *ROR2* KD and control shRNA cells (n = 3, biological replicates). Suspension method (**e**) and adhesion method (**f**) are shown. (**g**) Immunofluorescence staining of PAX6 (red) and DAPI (blue) in control (upper) and *ROR2* KD (lower) cells. Scale bars, 100 µm. *P < 0.05, **P < 0.01, ****P < 0.0001 (two-tailed unpaired t-test). Error bars represent mean ± SD.

### Microarray analysis of signaling in response to *ROR2* knockdown during NS/PC differentiation

To explore the possible molecular mechanism underlying the negative effects of *ROR2* in NS/PC differentiation, we compared gene-expression profiles of *ROR2* KD cells and control cells during the differentiation of hiPSCs into NS/PCs. 

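The gene-expression profiles came from R-2A (HiPS-RIKEN-2A) hiPSCs that carried an shRNA against *ROR2* (*ROR2* KD cells) or a control shRNA (control cells). Total RNA of both cell lines was hybridized to 24 Clariom D arrays, which carry probes for coding and noncoding transcripts. The arrays cover undifferentiated cells (day 0) and days 7, 14 and 21 of neural induction, with 3 biological replicates per cell line and day. The labels do not tell separately transduced lines of a group apart. The p-values below therefore measure the spread between replicates, not between transduced lines. Other differences between the cell lines cannot be told apart from an effect of the knockdown. The paper's text does not describe the arrays of day 0. The deposited values are log2 signals made by the authors with robust multi-array average (RMA), at 1 value per array and transcript cluster. Of the 138745 probe sets in the table, 2995 array controls were left out, which leaves 135750 transcript clusters. A gene symbol was assigned to 37295 of these clusters. On each array, 20.1% to 30.8% of the clusters with a symbol lay above the 95th percentile of the same array's 23 background probe sets (the background level). A fold change against a group under that level may depend on background signal and need not measure the ratio of the transcript. The level is strict, since the median of the same probe sets lay between 2.87 and 3.44 (log2). It differed between arrays, from 7.30 to 9.97, and a value under it is not shown to be noise. On day 14 it was 8.54 to 8.87 on control and 7.76 to 8.07 on *ROR2* KD arrays. On day 21 it was 8.29 to 8.39 and 7.30 to 8.32. The same signal can therefore lie under it in control cells and above it in *ROR2* KD cells. Array medians lay between 4.26 and 4.51 (log2), and arrays of the same group correlated at 0.963 to 0.987 across transcript clusters. The values were used as deposited, without further scaling or a filter on dim clusters. A single linear model with the 8 groups was fitted to all 24 arrays with limma, and *ROR2* KD cells were compared with control cells at each day. The p-values were adjusted by the Benjamini-Hochberg method over all transcript clusters tested. A gene was called at an adjusted p under 0.05 and a fold change above 2, which are the paper's thresholds. For a gene with several transcript clusters, the cluster with the highest mean was used. Levels are given as log2 signal with the SD over 3 arrays, and differences as log2 fold changes (*ROR2* KD minus control) with their standard error from limma. Unless a change within 1 cell line is described, "rose" and "fell" compare *ROR2* KD with control cells of the same day.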

NS/PC differentiation of *ROR2* KD cells was performed according to another protocol using a commercially available in vitro differentiation medium; total mRNAs were obtained at 3 points on days 7, 14, and 21 and analyzed with DNA microarrays (Fig. 4a). Comparing *ROR2* KD cells with control cells, we identified 41 upregulated and 57 downregulated genes, 340 upregulated and 267 downregulated genes, 721 upregulated and 863 downregulated genes on days 7, 14, and 21, respectively (FC >|2| and FDR-adjusted *P-value* < 0.05; Supplementary Dataset 1). 

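Few genes separated the cell lines at day 7, and their number grew with time in culture. On day 7, 42 transcript clusters with a gene symbol were higher and 60 were lower in *ROR2* KD cells than in control cells. On day 14, 337 were higher and 270 were lower, and on day 21, 796 were higher and 890 were lower. Differences on day 14 were often seen on day 21 too. Of the 313 genes higher on day 14, 173 were also higher on day 21, where 6.76 would be shared if the days were independent. Of 258 lower genes, 111 were lower on both days (6.49 expected). Both days compare the same cell lines, so that independence is not a realistic reference and the excess is no separate evidence for an effect of the knockdown. A set of 12 genes was called in the same direction on days 7, 14 and 21. Lower on every one of these days were the imprinted gene *NNAT*, the zinc finger transcription factor *ZIC1* and *PREX1*, an exchange factor for Rac GTPases. Higher were the transcription factors *GLIS3*, *MEIS1* and *ESRRG*, the coregulator *TRIM24*, the axon guidance ligand *SEMA3A*, the metalloproteinase inhibitor *TIMP3*, the potassium channel *KCNJ13*, *DIPK1C* and *LOC151760*. *GLIS3* was higher by a log2 fold change of 2.28 (standard error 0.34, adjusted p = 0.0023) on day 7, 2.34 (adjusted p = 0.000359) on day 14 and 3.54 (adjusted p = 3.36e-07) on day 21, with 3 arrays per group. *GLIS3* was above the background level on at most 1 of the 6 arrays of each day. On all 6 arrays of the day, 27 of the 102 called clusters of day 7, 157 of the 607 of day 14 and 424 of the 1686 of day 21 lay under it. The count of day 7 rested on single arrays. In place of these 102 clusters, 42, 49 or 50 were called without control replicate 1, 2 or 3, and 413, 35 or 165 without *ROR2* KD replicate 1, 2 or 3. Centring each array on its median shifted all log2 fold changes of day 7 by -0.12 and gave 36 higher and 101 lower clusters. With only the 6 arrays of one day in the fit, 12 clusters were called on day 7 and 849 on day 21.

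**Figure D1:**
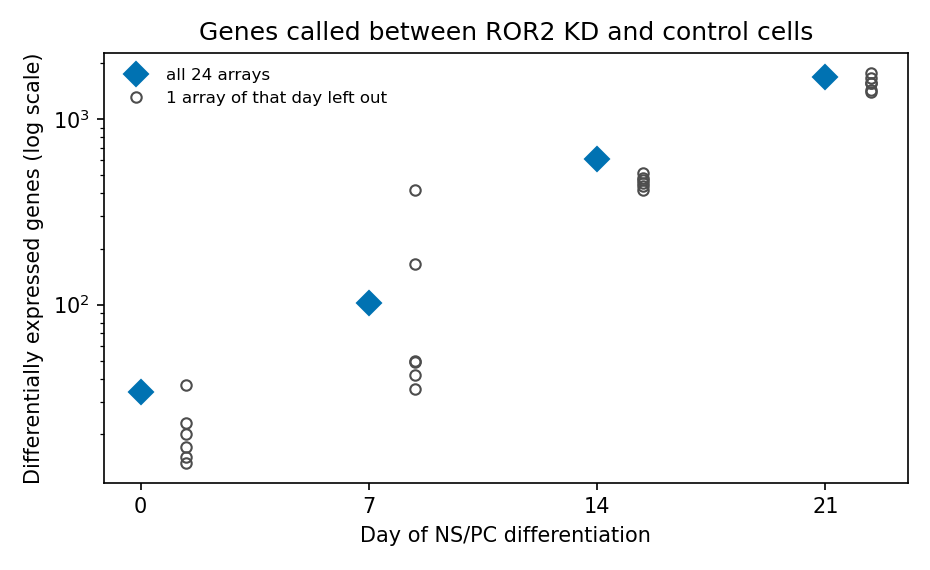
Number of transcript clusters with a gene symbol called between *ROR2* KD and control cells (y axis, log scale) by day (x axis). Diamonds use all 24 arrays and circles leave out 1 array of that day in turn; the circles of day 7 span 35 to 413.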

The top 10 genes with the highest differentially expressed fold-change in either direction are shown in Fig. 4b. 

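Genes of the forebrain GABAergic lineage were among those highest in *ROR2* KD cells relative to control cells. *DLX5*, a homeobox transcription factor of GABAergic progenitors, stood on day 14 at 12.72 ± 0.11 (log2, SD, n = 3) in *ROR2* KD cells and at 6.24 ± 0.28 in control cells, which reached 12.98 ± 0.15 on day 21. Its log2 fold change was 6.48 on day 14 (standard error 0.22, adjusted p = 3.65e-14 from limma) and 1.45 on day 21 (adjusted p = 0.000224). *SST*, the neuropeptide somatostatin of interneurons, was higher on day 21 by 9.30 (standard error 0.23, adjusted p = 1.06e-17). Of 15 measured genes of this lineage, 8 were higher and 0 lower on day 14 (9 and 0 when adjusted over the list alone), and 9 were higher and 1, *SP9*, lower on day 21 (9 and 2 when adjusted over the list alone). The list ranked above other genes on both days in limma's camera test (adjusted p = 1.1e-33 and 1.05e-14), and with an estimated correlation the adjusted p was 2.83e-05 and 0.00139. This list and those of FGF/ERK feedback and ventral patterning below were written after the gene symbols of Fig. 4b had been seen. *DLX5*, *SST*, *SPRY1* and *NKX2-1* are among these symbols, so that the list tests are not independent evidence.
Feedback inhibitors and targets of FGF/ERK signaling were lower in *ROR2* KD than in control cells on day 14. *SPRY1*, an inhibitor of receptor tyrosine kinase signaling, had a log2 fold change of -5.36 (standard error 0.23, adjusted p = 2.33e-12). The log2 fold change was -3.12 for *SPRY2*, -3.28 for the ERK phosphatase *DUSP6* and -3.46 for the transcription factor *ETV5*. Of the 14 genes of this list, 11 were lower and 0 higher on day 14 (11 and 0 when adjusted over the list alone; adjusted p = 6.99e-31 from camera, and 0.000547 with an estimated correlation). On day 21, 2 of them were lower and 1, *ETV5*, was higher (adjusted p = 0.864).
Genes of the medial ganglionic eminence, a part of the ventral forebrain, were lower on day 21. The homeobox gene *NKX2-1*, which specifies this region, was at 7.14 ± 0.37 in *ROR2* KD cells and at 13.00 ± 0.20 in control cells, a log2 fold change of -5.86 (standard error 0.26, adjusted p = 7.06e-13). The LIM homeobox genes *LHX6* and *LHX8* were lower by 4.83 and 4.48 than in control cells. Of 15 genes of ventral patterning, 6 were lower and 1, *ISL1*, was higher (the same counts when adjusted over the list alone; adjusted p = 7.35e-05 from camera, but 0.0599 with an estimated correlation); on day 14, 1 was lower and 1 higher (adjusted p = 0.425). Other large increases on day 21 were those of *NTRK2*, the receptor of BDNF, at 7.88 and of *CLSTN2*, a synaptic calsyntenin, at 7.99. On day 7, *GFRA1*, a receptor of the neurotrophic factor GDNF, was higher by 2.06 (standard error 0.24, adjusted p = 0.000346). The largest increase of that day, 3.70 for the microRNA gene *MIR1299* (adjusted p = 0.0187), was 1.00 (adjusted p = 0.487) without the 4 arrays with the highest medians. Many of these fold changes are against a group under the background level. That group was the control, on all 3 arrays, for *GFRA1* and *MIR1299* on day 7, *DLX5* on day 14, and *SST*, *CLSTN2* and *ISL1* on day 21, and on 2 of 3 arrays for *NTRK2*. It was the *ROR2* KD group, on all 3 arrays, for *DUSP6* and *ETV5* on day 14 and for *NKX2-1* and *LHX6* on day 21. *SP9*, *ETV5* and *SPRY1* on day 21 were under it on all 6, and the call of *SPRY1* was lost with only these 6 arrays (adjusted p = 0.195).

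**Figure D2:**
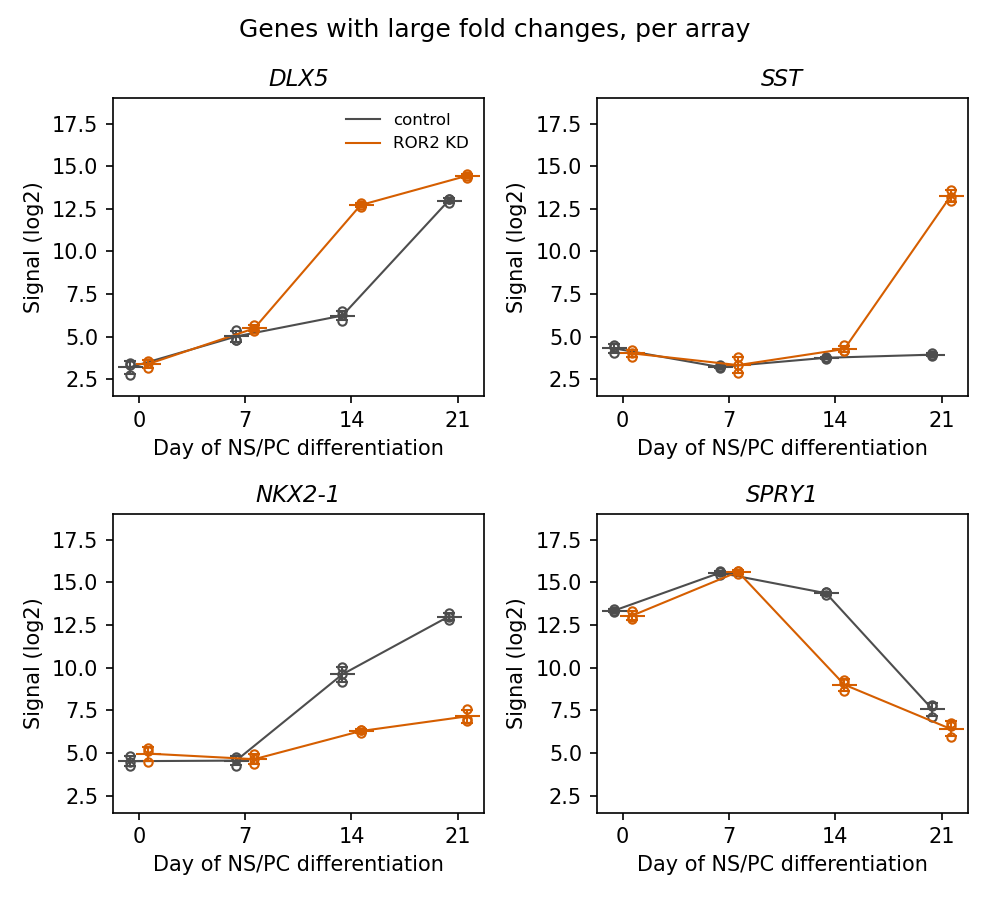
Log2 signal of *DLX5*, *SST*, *NKX2-1* and *SPRY1* (y axis) by day (x axis). Circles are single arrays and bars the mean and SD of 3; *DLX5* reaches 12.72 in *ROR2* KD cells on day 14 and 12.98 in control cells on day 21.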

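*NNAT*, an imprinted gene that encodes the membrane proteolipid neuronatin, rose in control cells from 8.24 ± 0.17 (log2, SD, n = 3) on day 0 to 13.33 ± 0.59 on day 7, and stood at 8.52 ± 0.73 in *ROR2* KD cells on day 7. Its log2 fold change was -4.81 on day 7 (standard error 0.35, adjusted p = 2.78e-07 from limma), -4.96 on day 14 (adjusted p = 5.31e-09) and -5.39 on day 21 (adjusted p = 4e-10). *ZIC1*, a zinc finger transcription factor of the neural plate border and dorsal neural tube, reached 16.18 ± 0.20 in control cells on day 14, against 7.92 ± 0.80 in *ROR2* KD cells. Its log2 fold change was -3.41 (standard error 0.48, adjusted p = 0.00171) on day 7, -8.26 (adjusted p = 2.74e-10) on day 14 and -8.66 (adjusted p = 3.19e-11) on day 21. *PAX6*, a transcription factor of neural progenitors, differed between the cell lines mainly because its level fell in control cells. It rose from 4.83 ± 0.56 on day 0 to 14.65 ± 0.29 on day 7 in control cells and from 4.85 ± 0.15 to 15.13 ± 0.39 in *ROR2* KD cells. In control cells it was then at 12.92 ± 0.40 on day 14 and 5.01 ± 0.29 on day 21, while in *ROR2* KD cells it stood at 15.15 ± 0.19 and 15.59 ± 0.07. The log2 fold change was 0.49 on day 7 (standard error 0.27, adjusted p = 0.536), 2.23 on day 14 (adjusted p = 2.51e-05) and 10.58 on day 21 (adjusted p = 1.74e-17). *NNAT* and *PAX6* were under the background level on all 6 arrays of day 0. On day 21 *PAX6* was under it on all 3 control arrays and *ZIC1* on all 3 *ROR2* KD arrays, so that the size of these 2 fold changes may depend on background signal. The fold change of *ZIC1* on day 7 was -2.52 (adjusted p = 0.119) when the 4 arrays with the highest medians were left out, which leaves 1 *ROR2* KD array at that day, assumed to vary like the other groups.

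**Figure D3:**
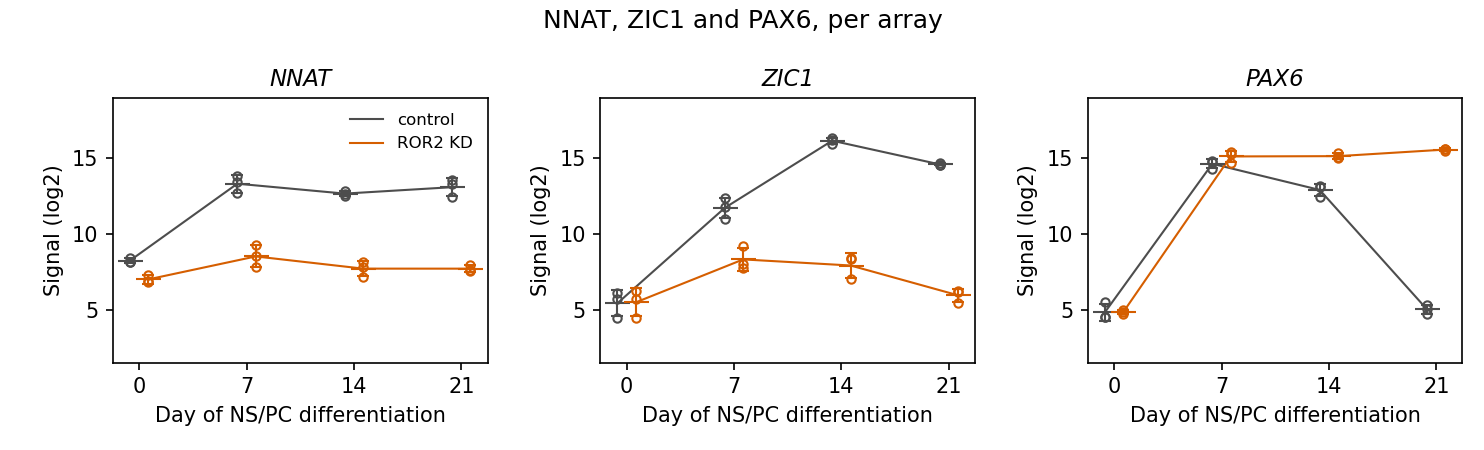
Log2 signal of *NNAT*, *ZIC1* and *PAX6* (y axis) by day (x axis) in control and *ROR2* KD cells. Circles are single arrays and bars the mean and SD of 3; *PAX6* in control cells lies at 14.65 on day 7 and 5.01 on day 21.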

At all differentiation time points, *NNAT* and *ZIC1* expression was strongly repressed in *ROR2* KD cells, and *PAX6* expression was the most upregulated on day 21. These differentially expressed genes were subjected to the ingenuity pathway analysis (IPA). The top five enriched canonical pathways of each time point are shown in Supplementary Fig. 3. The results showed a significant positive correlation between the synaptogenesis signaling pathway on days 14 (z-score = 2.353) and 21 (z-score = 2.887), indicating that *ROR2* KD facilitates NS/PC differentiation of hiPSCs even in the protocol using a medium other than the one used to identify the candidate marker genes.

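On day 21, genes of the synapse were higher in *ROR2* KD cells and genes of DNA replication and mitosis were lower. The glutamate receptor subunit genes *GRIN2B* and *GRIA2* had log2 fold changes of 5.16 (standard error 0.36, adjusted p = 1.18e-09 from limma, n = 3 per group) and 4.41 (standard error 0.36, adjusted p = 1.52e-08). Of 38 measured genes of the synapse, 16 were higher and 1, *NLGN1*, was lower (the same counts when adjusted over the list alone). The list ranked above other genes in camera (adjusted p = 2e-16, and 0.00316 with an estimated correlation). On day 14, 3 of these genes, *NRXN3*, *GRIA2* and *SNAP25*, were higher and 1, *GRIA4*, was lower (5 and 1 when adjusted over the list alone; adjusted p = 0.0141, but 0.407 with an estimated correlation).
Of 24 genes of DNA replication, 18 were lower and 0 higher on day 21, as were 15 and 0 of 18 genes of G2 and M phase, with the same counts when adjusted over each list alone. *TYMS*, which makes thymidylate, fell by 2.12 (standard error 0.20, adjusted p = 2.18e-07) on the log2 scale, and *CCNB2*, a mitotic cyclin, by 1.78 (standard error 0.18, adjusted p = 5.83e-07). Camera gave an adjusted p of 4.3e-31 for DNA replication and 5.87e-25 for mitosis, and 0.0066 and 0.0231 with an estimated correlation. On day 14 both lists were also below other genes (adjusted p = 1.45e-06 and 2.86e-16), but not with an estimated correlation (adjusted p = 0.347 and 0.0735), and the median log2 fold changes were -0.37 and -0.69.
Of 15 genes of postmitotic neurons, 6 were higher and 2, *NHLH1* and *NHLH2*, lower on day 14 (7 and 2 when adjusted over the list alone; adjusted p = 1.42e-10 from camera and 0.0358 with an estimated correlation). *GAP43*, a growth cone protein, and *STMN2*, a regulator of microtubules in neurons, rose by 1.74 and 1.73. On day 21, 3 were higher and 0 lower (adjusted p = 9.74e-06, but 0.19 with an estimated correlation). Of 20 markers of NS/PCs, 4 were higher and 2 lower on day 14 (adjusted p = 0.00263, but 0.407 with an estimated correlation). On day 21, 6 were higher and 2 lower (6 and 3 when adjusted over the list alone; adjusted p = 0.0265, but 0.614 with an estimated correlation). Besides *PAX6*, the glial glutamate transporter gene *SLC1A3* rose by 3.13 and the hedgehog effector *GLI3* by 2.69, whereas *NES*, the intermediate filament nestin, fell by 1.08, *SOX9* by 1.15, and *SOX1* had a log2 fold change of 0.30 (adjusted p = 0.789). The call of *NES* was lost with only the 6 arrays of day 21 in the fit (adjusted p = 0.0929). On day 7 the median log2 fold changes of these 5 lists lay between -0.32 for neurons and 0.26 for DNA replication. With the preset correlation, camera placed the neuron list below (adjusted p = 0.0377) and the NS/PC list (adjusted p = 0.0355) and DNA replication above other genes on day 7, but none of them with an estimated correlation (adjusted p = 0.627 each). On day 21 *GRIN2B* was above the background level on 0 control and 2 *ROR2* KD arrays. Of the called genes of day 21, 2 of 17 of the synapse, 2 of 18 of DNA replication and 0 of 15 of mitosis were under it on all 6 arrays, as were *GRIA4* and *NHLH2* on day 14. *NRXN3*, *GRIA2*, *SNAP25* and *GAP43* on day 14 were under it on all 3 control arrays. The commercial pathway analysis was not repeated. From its positive scores for synaptogenesis signaling on days 14 and 21, the paper concludes that *ROR2* KD facilitates NS/PC differentiation in this medium too.

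**Figure D4:**
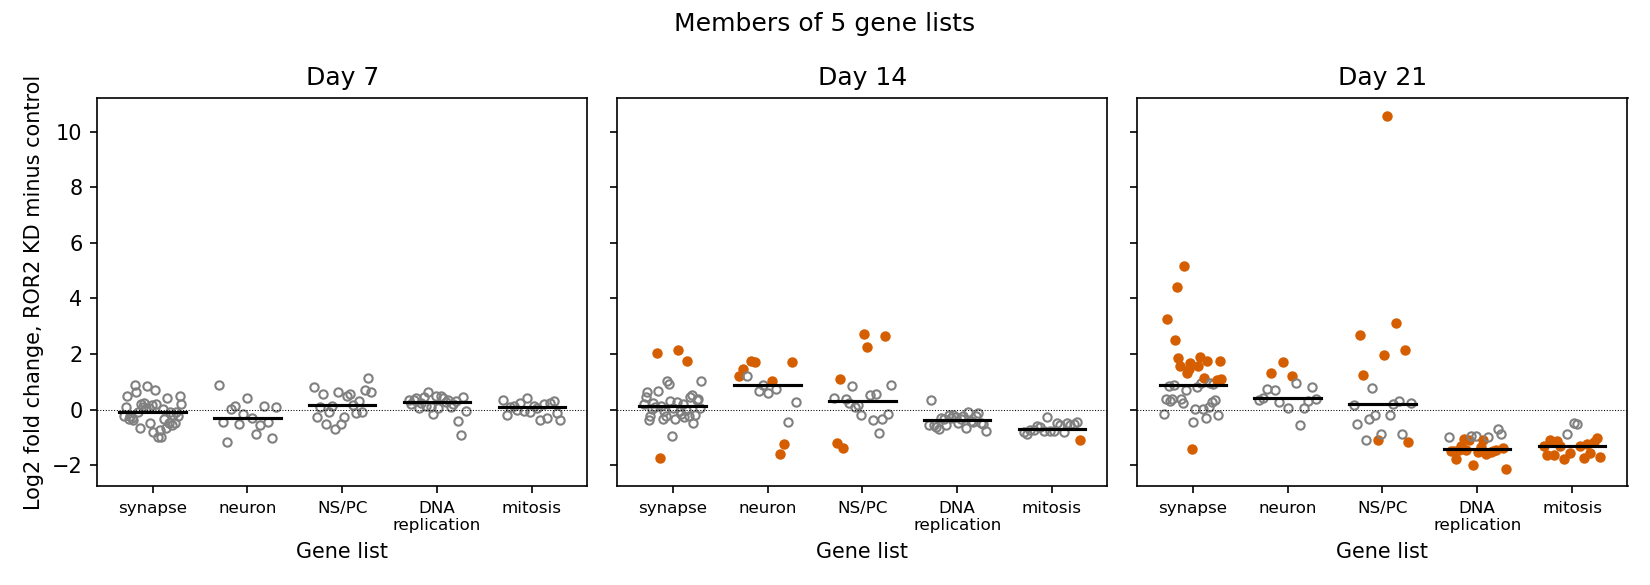
Log2 fold change (y axis) of each measured gene of 5 lists (x axis) on days 7, 14 and 21. Filled circles are called genes, open circles genes not called and black lines the list medians; on day 21 the medians are 0.90 for synapse and -1.42 for DNA replication.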

**Figure 4:**
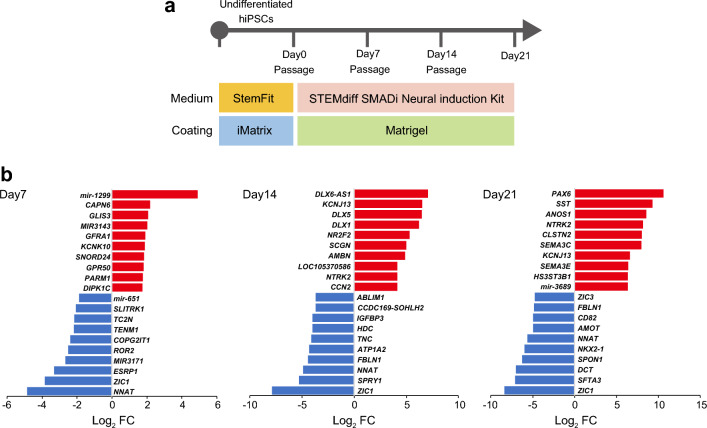
Microarray analysis of signaling in response to *ROR2* knockdown during NS/PC differentiation. (**a**) Schematic of culture procedures for NS/PC differentiation in adhesion culture. HiPSCs were differentiated into NS/PCs using the STEMdiff SMADi Neural Induction Kit (Stem Cell Technologies) monolayer culture protocol, according to the manufacturer’s instructions. (**b**) Total RNAs were obtained at three points on days 7, 14, and 21 and were analyzed using DNA microarrays (Clariom D Assay). The graphs show the fold changes of the top and bottom differentially expressed genes from a Clariom D Assay comparing the control and *ROR2* KD cells. *ROR2* KD cells showed decreases in *ROR2* expression to 18%, 16%, and 53% of that in the controls on days 7, 14, and 21, respectively, though *ROR2* was outside the top 10 down-regulated genes on days 14 and 21.

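*ROR2* encodes a receptor for WNT5A. Its level in *ROR2* KD cells was 16.3% of the control level on day 7, 16.9% on day 14 and 54.1% on day 21. The log2 fold changes were -2.62 on day 7 (standard error 0.26, adjusted p = 5.85e-05 from limma, n = 3 per group), -2.56 on day 14 (adjusted p = 1.98e-06) and -0.89 on day 21 (adjusted p = 0.0823), so that *ROR2* was not called on day 21. *ROR2* was above the background level on the 3 control arrays of day 7, on 0 *ROR2* KD arrays of that day and on 0 of the 12 arrays of days 14 and 21. These percentages may therefore be affected by background signal and are not exact measures of the knockdown. In control cells *ROR2* still changed by -2.09 from day 14 to 21 (log2, adjusted p = 8.29e-06 from limma), so that the control signal was not at a floor on day 14. In *ROR2* KD cells it changed by -0.42 (adjusted p = 0.402), so that a floor in these cells on day 14 is not excluded. The control level itself was 9.29 ± 0.11 (log2, SD, n = 3) on day 7, 6.55 ± 0.20 on day 14 and 4.45 ± 0.20 on day 21, and the level in *ROR2* KD cells was 6.67 ± 0.30, 3.98 ± 0.15 and 3.57 ± 0.17. Its ligand *WNT5A* was lower in *ROR2* KD cells on day 21, at 5.19 ± 0.18 against 8.90 ± 0.14 in control cells, a log2 fold change of -3.71 (standard error 0.21, adjusted p = 5.86e-11). Of 19 measured genes of noncanonical WNT signaling and planar polarity, 2 were higher and 2 lower on day 21. The WNT receptor gene *FZD7* was higher by 6.31 and *PRICKLE1*, a planar polarity component, by 1.43, while *FZD6* fell by 1.98 along with *WNT5A*. On day 14, *FZD7* was higher by 1.78 and *ROR2* lower, and on day 7 *ROR2* was the 1 gene of the list called. On day 21 *FZD7* and *PRICKLE1* were under the background level on all 3 control arrays, and *WNT5A* and *FZD6* on all 3 *ROR2* KD arrays. The size of these fold changes may therefore depend on background signal too. Adjusting over the list alone gave the same counts on days 7 and 21 and 2 higher and 1 lower on day 14. The camera test gave adjusted p = 0.01 on day 7 (0.406 with an estimated correlation), 0.888 on day 14 and 0.73 on day 21. The list includes *ROR2*, the target of the shRNA, so that its place on day 7 is not independent of the knockdown. Its median log2 fold change on that day was -0.05.

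**Figure D5:**
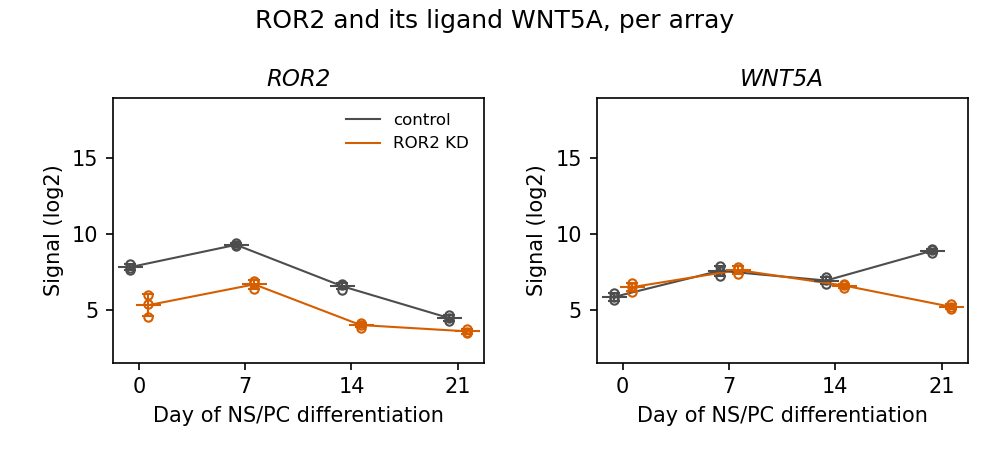
Log2 signal of *ROR2* and *WNT5A* (y axis) by day (x axis). Circles are single arrays and bars the mean and SD of 3; *ROR2* in control cells lies at 9.29 on day 7 and 4.45 on day 21.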

The activation of WNT5A/ROR2 signaling in turn activates factors mediating the expression of the target gene associated with epithelial-mesenchymal transition (EMT)^16^. Ren et al. reported that the suppression of *ROR2* expression in epidermal carcinomas results in the downregulation of matrix metalloproteinase 2 (*MMP2*), which plays an important role in EMT^17^. Therefore, we investigated expression levels of EMT-related genes during the process of neuronal differentiation in control and *ROR2* KD cells; *MMP2* was significantly downregulated at days 14 and 21, and fibronectin 1 (*FN1*), a mesenchymal phenotypic marker, was significantly downregulated at day 21 in *ROR2* KD cells than in control cells (Supplementary Fig. 4). 

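*MMP2*, which degrades extracellular matrix, had a log2 fold change of -1.79 on day 14 (standard error 0.19, adjusted p = 5.65e-06 from limma, n = 3 per group) and of -1.14 on day 21 (adjusted p = 0.000802). That of *FN1* was -1.35 on day 21 (standard error 0.21, adjusted p = 0.000312) and -0.69 on day 14 (adjusted p = 0.253). On day 7 the fold changes were -0.27 for *MMP2* (adjusted p = 0.668) and -0.46 for *FN1* (adjusted p = 0.431). Among 25 measured mesenchymal genes, which include both, 5 were lower and 0 higher on day 21, with the same counts when adjusted over the list alone. The other 3 were *LOX*, a collagen crosslinking enzyme, which fell by 1.67 on the log2 scale (standard error 0.29, adjusted p = 0.000854), the membrane metalloproteinase *MMP14*, which fell by 1.25, and the microfibril gene *FBN1*, which fell by 1.06. On day 14, *MMP2* and the matrix protein gene *TGFBI* were lower and *ZEB2*, a repressor of epithelial genes, was higher by 1.53 (adjusted p = 0.0207). The call of *ZEB2* was lost in 5 of 6 fits with 1 array left out: without control replicate 1 or 2 (adjusted p = 0.176 and 0.0611) and without *ROR2* KD replicate 1, 2 or 3 (adjusted p = 0.101, 0.0816 and 0.0823). On day 7, 1 mesenchymal gene, *MMP14*, was lower. The mesenchymal list did not pass camera on day 7, 14 or 21 (adjusted p = 0.864, 0.973 and 0.163). Some epithelial genes were also lower. On day 7, 2 of 16 epithelial genes were lower and 0 higher, with the same counts when adjusted over the list alone: *ESRP1*, a splicing regulator of epithelial cells, had a log2 fold change of -2.96 (standard error 0.31, adjusted p = 0.000124) and the adhesion gene *EPCAM* of -1.67 (standard error 0.21, adjusted p = 0.000717). The epithelial list was below other genes on that day (adjusted p = 2.87e-07, and 0.0358 with an estimated correlation). *ESRP1* is drawn in Fig. 4b, whose gene symbols had been seen when the list was written. The desmosome gene *DSP* was the 1 epithelial gene called on days 14 and 21, when it was lower by 3.06 and 1.21 (list adjusted p = 0.0265, but 0.407 with an estimated correlation, on day 14, and 0.38 on day 21). When adjusted over the list alone, 1 was higher and 1 lower on day 14, and 0 and 1 on day 21. *MMP2* on each day and *FN1* on days 7, 14 and 21 were above the background level on all arrays. *LOX*, *FBN1* and *DSP* on day 21, *TGFBI* on day 14 and *MMP14* on both days were under it on all 6. On day 7 *EPCAM* was under it on 3 and *ESRP1* on 2 of the 3 *ROR2* KD arrays, and on day 14 *DSP* on 2 of them and *ZEB2* on 2 control arrays. With only the 6 arrays of day 21 in the fit, *MMP2* (adjusted p = 0.0598) and *DSP* (adjusted p = 0.0641) were not called. The log2 fold change of *MMP2* on day 7 was 0.08 without the 4 arrays with the highest medians.

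**Figure D6:**
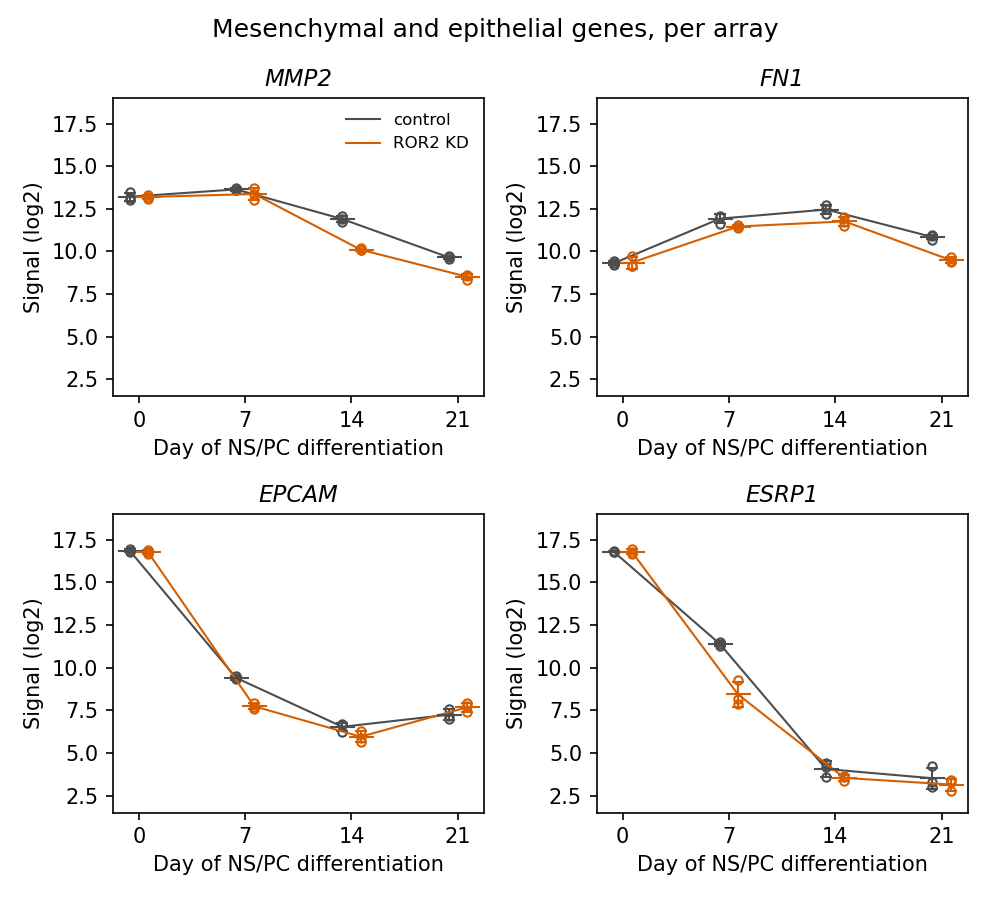
Log2 signal of the mesenchymal genes *MMP2* and *FN1* and the epithelial genes *EPCAM* and *ESRP1* (y axis) by day (x axis). Circles are single arrays and bars the mean and SD of 3; *ESRP1* on day 7 is lower in *ROR2* KD cells, with a log2 fold change of -2.96.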

Our results suggest that *ROR2* functionally contributes to the EMT of hiPSCs during differentiation, which could cause enhanced NS/PC differentiation in *ROR2* KD cells.

### *ROR2* knockdown promotes differentiation into forebrain neurons

We investigated the effect of *ROR2* KD on the hiPSC stage in neuronal differentiation after NS/PC. HiPSCs can differentiate into mature neurons such as dopaminergic neurons, GABAergic neurons, astrocytes, and oligodendrocytes. Treatment with Wnt5a, the ROR2 ligand, reportedly promotes differentiation into dopaminergic neurons^18^. We predicted that *ROR2* KD would inhibit the differentiation of hiPSCs into dopaminergic neurons. To test this hypothesis, we performed experiments where *ROR2* KD cells were differentiated into TH-positive dopaminergic neurons using a commercially available in vitro differentiation medium (Fig. 5a). Dopaminergic neuronal differentiation in hiPSCs was evaluated based on expression levels of representative markers of dopaminergic neurons using qRT-PCR. The *ROR2* KD cells exhibited altered marker profiles with reduced *TH*, *FOXA2,* and *EN1* expression (Fig. 5b). These results indicate that suppressing *ROR2* markedly inhibits dopaminergic neuron differentiation in hiPSCs, consistent with Wnt5a promoting this differentiation. Next, to confirm the function of *ROR2* in the differentiation of mature neurons, *ROR2* KD cells were differentiated into forebrain GABAergic neurons using a commercially available in vitro differentiation medium (Fig. 5c). *ROR2* KD cells after GABAergic neuronal differentiation showed significantly enhanced mRNA expression of GABAergic neuron markers *MAP2*, *GAD1,* and *SLC6A1.* Conversely, the expression of *VGLUT1*, a glutamatergic excitatory neuron marker, was decreased in *ROR2* KD cells (Fig. 5d). Moreover, immunofluorescence images indicated the upregulation of MAP2 and GAD1 protein expression in *ROR2* KD cells after inducing forebrain GABAergic neuron differentiation (Fig. 5e). To confirm our hypothesis that *ROR2* is a marker for GABAergic neuronal differentiation propensity, we employed two hiPSC lines showing distinct expression levels of *ROR2*: R-2A and R-1A cell lines were used as high and low *ROR2*-expressing cell lines, respectively. As expected from the *ROR2* expression levels in hiPSC lines, GABAergic neurons derived from R-1A cells exhibited a higher expression of GABAergic neuron marker genes, compared with R-2A cells (Supplementary Fig. 5). These results suggest that *ROR2* is a predictive marker for the differentiation of hiPSCs into forebrain GABAergic neurons. Thus, the evaluation of *ROR2* expression levels would allow the selection of hiPSC lines with a high propensity for NS/PC and forebrain GABAergic neuron differentiation.

**Figure 5:**
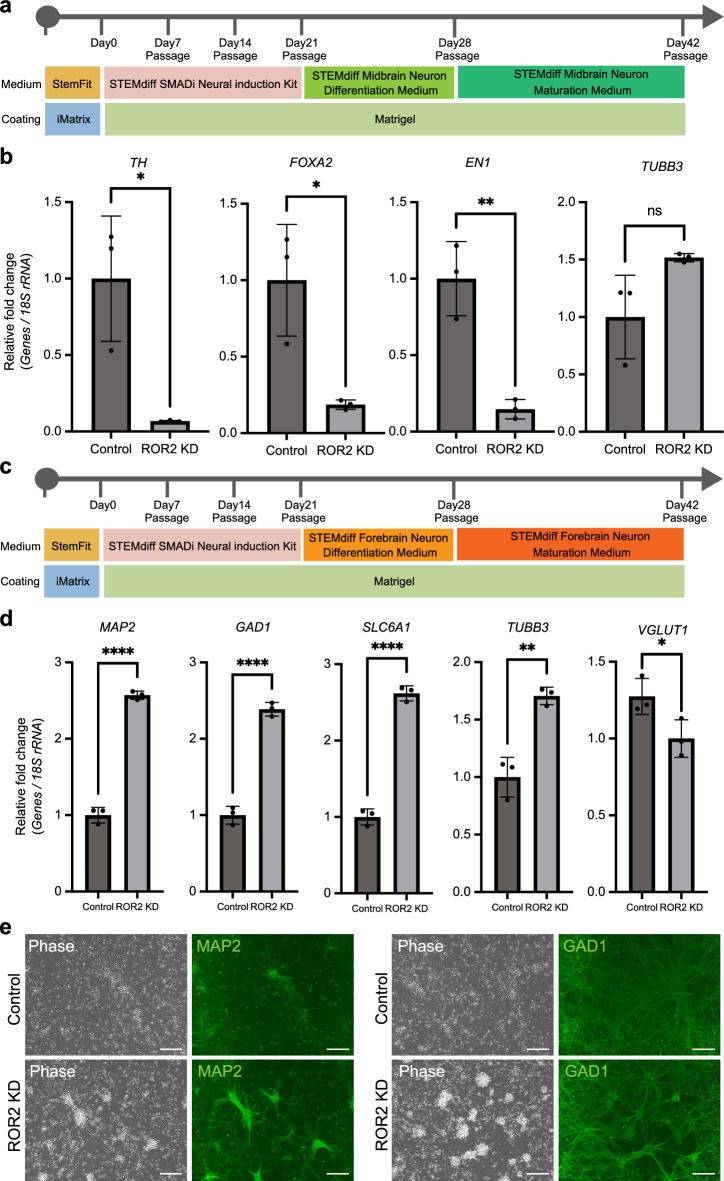
*ROR2* knockdown promotes differentiation into forebrain neurons. (**a**) Schematic of culture procedures for midbrain neuron differentiation. (**b**) qRT-PCR analysis of the mRNA levels of the midbrain neuron markers *TH*, *FOXA2*, *BN1,* and mature neuron marker *TUBB3*. Total RNA was isolated from R-2A *ROR2* KD cells and R-2A control shRNA cells that were differentiated into midbrain neurons (day 42, n = 3, biological replicates). (**c**) Schematic of culture procedures for forebrain neuron differentiation. (**d**) qRT-PCR analysis of the mRNA levels of the forebrain neuron markers *MAP2*, *GAD1*, *SLC6A1*, and *VGLUT1* and the mature neuron marker *TUBB3.* Total RNA was isolated from R-2A *ROR2* KD cells and R-2A control shRNA cells that were differentiated into forebrain neurons (day 42, n = 3, biological replicates). (**e**) Immunofluorescence staining of MAP2 (left) and GAD1 (right) in control (upper) and *ROR2* KD (lower) cell-derived forebrain neuron. Scale bars, 100 µm. *P < 0.05, **P < 0.01, ****P < 0.0001 (two-tailed unpaired t-test). Error bars represent mean ± SD.

## Discussion

In this study, we expressed the differentiation efficiency of each hiPSC line as PC1 of differentiation markers (*PAX6*, *SOX1*, and *NES*) and extracted differentiation predictive markers by performing Spearman's rank correlation analysis with gene expression in the undifferentiated state. Furthermore, we selected superior differentiation-predictive markers by performing independent correlation analyses using two different neural differentiation methods and extracting genes with a common correlation in the extracted gene set. Loss-of-function studies have shown that the *ROR2* identified in this study is a versatile marker regulating the differentiation of hiPSCs into NS/PCs.

Using the same method, we previously identified *SALL3*, a marker of three-germ layer differentiation^10^, and *CXCL4*, a marker of cardiac differentiation^11^, suggesting that our approach facilitates the identification of predictive markers regulating differentiation. However, the utility of these genes as markers may still depend on the differentiation protocols. In contrast, the *ROR2* KD cells showed enhanced neuronal differentiation even when the differentiation method was changed, indicating that *ROR2* plays a critical role in NS/PC differentiation and can serve as a versatile marker regardless of the differentiation protocol.

The WNT signal is critical for hiPSC differentiation and essential in neural differentiation. Its complex effects vary depending on the timing of the differentiation process^19,20^. Kirkeby et al. have reported that WNT pathway activation by small molecules, including CHIR99021 (CHIR), exerts a precise dose-dependent effect in patterning the NS/PCs to forebrain neurons (including glutamatergic excitatory neuron and GABAergic neurons), and midbrain neurons (including dopaminergic neuron). At a low concentration of CHIR, the NS/PCs become progenitors of forebrain neurons. With increasing concentrations, the NS/PCs are fated to become midbrain neurons^21^. Moreover, Wnt5a, which activates the non-canonical Wnt signaling, promotes the dopaminergic neuronal differentiation of neural stem cells^18^. Thus, the suppression of WNT5A/ROR2 signaling by *ROR2* KD could accounts for two pathways simultaneously: suppression of differentiation into midbrain neurons and promotion of differentiation into forebrain neurons. Therefore, it would be beneficial to select hiPSCs with low *ROR2* expression as raw material for efficiently producing NS/PCs or GABAergic neurons from hiPSCs. Furthermore, activation of *ROR2* in NS/PCs would be useful for the efficient production of dopaminergic neurons from NS/PCs.

The activation of WNT5A/ROR2 signaling results in the activation of factors mediating the expression of the target gene associated with EMT^16^. During embryonic development, epiblastic cells of the primitive streak undergo EMT for internal movement and generate two inner layers, the mesoderm and endoderm, while differentiation of the remaining epiblast generates the ectoderm^22^. Suppressing EMT activation through WNT5A/ROR2 signaling by *ROR2* KD may suppress hiPSC differentiation into the mesoderm/endoderm and consequently activate NS/PC differentiation through the ectoderm during the induction of NS/PC differentiation. We examined expression levels of EMT-related genes using microarray data and found that *MMP2* was significantly downregulated in *ROR2* KD cells on days 14 and 21 and *FN1* on day 21. Our results are consistent with reports that the suppression of *ROR2* expression in epidermal carcinomas results in the downregulation of *MMP2*^17^. In addition, the EMT is essential for neural crest development^23^. 

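The ZIC family encodes zinc finger transcription factors of the early neural plate. On day 14, all 4 measured members were lower in *ROR2* KD cells and 0 were higher, also when adjusted over the list alone. Besides *ZIC1*, *ZIC5* had a log2 fold change of -2.64 (standard error 0.36, adjusted p = 0.000146 from limma, n = 3 per group), *ZIC2* of -2.25 (standard error 0.30, adjusted p = 0.000133) and *ZIC4* of -1.97 (standard error 0.24, adjusted p = 3.09e-05). Of the 4, *ZIC1* alone was above the background level on day 14, on 3 control and 2 *ROR2* KD arrays. *ZIC2*, *ZIC4* and *ZIC5* were under it on all 6 arrays. The level was higher on the control arrays of that day (8.54 to 8.87) than on the *ROR2* KD arrays (7.76 to 8.07). The size of their fold changes may therefore depend on background signal, and a fall of the whole family is not established. The family ranked below other genes in camera on day 14 (adjusted p = 1.58e-16, and 0.00036 with an estimated correlation). On days 7 and 21, *ZIC1* was the 1 member called, and the list passed camera on both days (adjusted p = 0.0388 and 0.00608) but not with an estimated correlation (adjusted p = 0.352 and 0.19). A second transcript cluster of *ZIC1*, dim at a mean of 3.50 over all arrays, had a log2 fold change of -0.37 on day 7 (adjusted p = 0.724), -1.44 on day 14 (adjusted p = 0.023) and 1.03 on day 21 (adjusted p = 0.0969). Of 16 measured genes of the neural plate border and neural crest, which include *ZIC1*, 1 was lower and 0 higher on day 7, 1 lower and 1 higher on day 14, and 2 lower and 1 higher on day 21, with the same counts when adjusted over the list alone. The study named *ZIC1* from these arrays, so that its place in both lists is not independent evidence. The other lower gene was *EDNRB*, an endothelin receptor of migrating crest cells, which fell by 1.86 (standard error 0.25, adjusted p = 4.48e-05) on day 21. The higher gene was *NGFR*, a neurotrophin receptor found on crest cells, at 1.06 on day 14 and 1.63 (standard error 0.23, adjusted p = 7.03e-05) on day 21. *EDNRB* on day 21 was under the background level on all 3 *ROR2* KD arrays, and *NGFR* on all 6 arrays of both days. Its call of day 14 was lost with only the 6 arrays of the day (adjusted p = 0.13), with quantile normalization (log2 fold change 0.96), without control replicate 1 or 3 (adjusted p = 0.228 and 0.103) and without *ROR2* KD replicate 2 or 3 (adjusted p = 0.245 and 0.0652). For the crest list camera gave adjusted p = 0.302 on day 7, 0.0479 on day 14 (0.215 with an estimated correlation) and 0.525 on day 21. Without the 4 arrays with the highest medians, 0 members of either list were called on day 7.

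**Figure D7:**
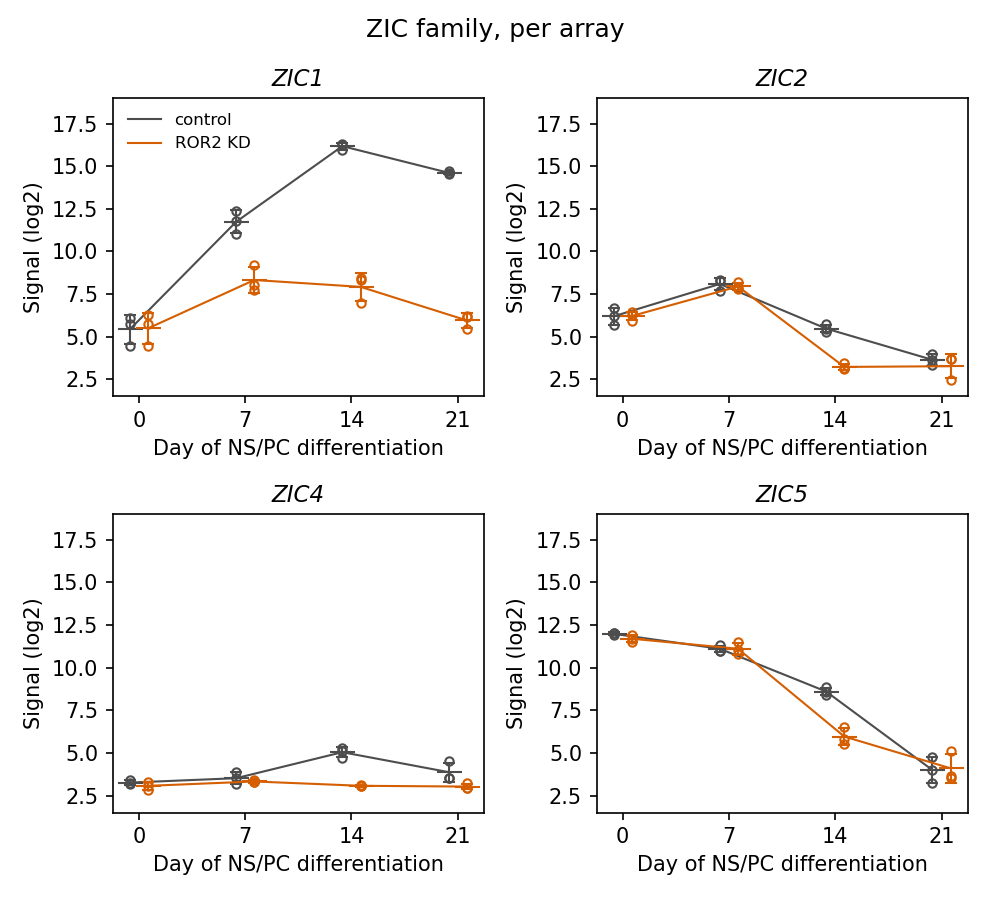
Log2 signal of *ZIC1*, *ZIC2*, *ZIC4* and *ZIC5* (y axis) by day (x axis). Circles are single arrays and bars the mean and SD of 3. *ZIC5* in control cells lies at 8.60 on day 14, with each array under its own background level (8.54 to 8.87).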

We compared gene-expression profiles during the differentiation of hiPSCs into late-stage NS/PCs between *ROR2* KD cells and control cells and found that *ZIC1* expression, which is vital for NC differentiation^24^, was markedly reduced in *ROR2* KD cells than in controls between days 7 and 21 of NS/PC differentiation. EMT inactivation would suppress differentiation to the neural crest, which could cause enhanced NS/PC differentiation in *ROR2* KD cells. *MMP2* is known to promote the migration of neural crest cells in embryo^25^, paralleling the behavior of *ZIC1* expression observed in our results.

In conclusion, our proposed cell line selection method can overcome differences in differentiation potential among disparate hiPSC lines. Our study proposes a method for identifying markers in the pluripotent state used in predicting NS/PC differentiation behavior in hiPSC lines using rank correlation. This approach could be used to identify differentiation prediction markers for other hiPSCs. We believe that this study is a crucial assessment of the quality of hiPSC raw materials and considers standardizing hiPSC lines used for cell therapy.

## Methods

### Cell culture

Commercially available hiPSC lines were used in this study (Supplementary Table 1). HiPSC lines were obtained from RIKEN Cell Bank (201B7, 253G1, 409B2, HiPS-RIKEN-1A, HiPS-RIKEN-2A, and HiPS-RIKEN-12A), American Type Culture Collection (ATCC-DYR0110 hiPSC and ATCC-HYR01103 hiPSC), JCRB Cell Bank (Tic), and System Biosciences (human mc-iPS). HiPSCs were screened for mycoplasma contamination and hiPSCs used in this study were mycoplasma-free. Undifferentiated hiPSCs were maintained on an iMatrix-511 (Nippi) in StemFit AK02 medium (Ajinomoto). All cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_ and 95% air.

### Neural stem/progenitor cell differentiation of hiPSCs

Differentiation of hiPSCs into NS/PCs was induced, as previously reported, with a few modifications. For adhesive differentiation, hiPSCs were detached through incubation with StemPro Accutase (Thermo Fisher Scientific) containing 10 μM Y-27632 for 10 min and seeded onto 24-well cell culture plates (BD Biosciences) coated with iMatrix at a density of 25,000 cells/cm^2^ for 2–3 days before NS/PC induction. Confluent hiPSCs were treated with 10 μM of the ALK inhibitor SB431542 (Stemgent) and 500 ng/mL of Noggin (R&D systems) in DMEM/F12 medium containing 20% KSR. The medium was replaced on days 1 and 2. On day 6 of differentiation, SB431542 was withdrawn, and increasing amounts of N2 media (25%, 50%, and 75%) were added to the knockout serum replacement medium every 2 days while maintaining 500 ng/mL of Noggin. For suspension differentiation, hiPSCs were treated with 10 μM Y-27632 for 1 h at 37 °C and dissociated with StemPro Accutase (Thermo Fisher Scientific) containing 10 μM Y-27632 for 10 min to generate single-cell suspensions and suspended in B27N2-based medium [DMEM/F12 with 15 mM HEPES, 5% B27, and 5% N2 supplements (Life Technologies), 10 μM SB431542, 2 μM Dorsomorphin (Fujifilm), and 10 ng/mL bFGF (R&D systems)]. The completely dissociated cells were seeded into ultralow attachment 96-well plates (PrimeSurface^®^ 96-well, Sumitomo Bakelite) at 9,000 cells/well, centrifuged at 700 g for 3 min (quick aggregation). The medium was changed daily for up to 10 days; for the first 3 days, 10 µM of Y-27632 was added. Total RNA was obtained from 40 wells of neuro spheres per sample. For microarray analysis, hiPSCs were differentiated into NS/PCs using a STEMdiff SMADi Neural Induction Kit (Stem Cell Technologies) according to the manufacturer’s instructions. Briefly, hiPSCs were maintained on an iMatrix-coated plate in StemFitAK02 media (Ajinomoto) before NS/PC induction. Cells were harvested using Accutase (Thermo Fisher Scientific); 2 × 10^6^ cells were transferred to a Matrigel-coated 6-well plate in STEMdiff Neural Induction Medium + SMADi (Stem Cell Technologies) supplemented with 10 μM Y-27632. The medium was replenished daily with warmed (37 °C) STEMdiff Neural Induction Medium + SMADi until the culture was terminated. Cells were passaged every 7 days, and RNA was extracted from cells harvested at passages (days 7, 14, and 21).

### qRT-PCR and PCA

Total RNA was isolated from hiPSCs or differentiated cells using the RNeasy Mini Kit (Qiagen) and treated with DNase I according to the manufacturer’s instructions. qRT-PCR was performed using a QuantiTect Probe One-Step RT-PCR Kit (Qiagen) on a STEPONEPLUS Real-Time PCR System (Applied Biosystems). The expression levels of target genes were normalized to those of the *GAPDH* transcript or 18S rRNA, which were quantified using TaqMan human Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) control reagents (Applied Biosystems) or eukaryotic 18S rRNA endogenous controls (Applied Biosystems), respectively. The probes and primers were obtained from Sigma-Aldrich. The used primer and probe sequences are listed in Supplementary Table 2. PCA was performed using SYSTAT 13 software (Systat Software Inc.) after data standardization (z-scoring) for each NS/PC marker gene.

### Rank correlation analysis

To identify microarray probe sets related to the differentiation of hiPSCs into NS/PC, correlations between the intensity value rank of the filtered probe sets and the PC1 rank in the 10 hiPSC lines were determined by calculating Spearman’s rank correlation coefficients (*r*_s_), as described in a previous study^26^. Probe sets exhibiting statistically significant correlations (*P* < 0.01) were selected. When n = 10 data points, the observed value of *r*_s_ should exceed 0.794 (positively correlated) or less than –0.794 (negatively correlated) to be considered statistically significant (*P* < 0.01).

### Lentivirus-derived RNAi and generation of ROR2 KD cell lines

*ROR2* KD cells were generated by infecting R-2A cells with MISSION Lentiviral Transduction Particle expressing *ROR2*-targeted shRNAs (#1: TRCN0000199888, #2: TRCN0000001492) or MISSION^®^pLKO.1-puro Control Non-Mammalian shRNA Control Transduction Articles (Sigma, SHC002V), according to the manufacturer’s instructions. Media containing viruses were collected 48 h after transfection, and the cells were transduced with the viruses using 8 µg/mL polybrene (Sigma-Aldrich) for 24 h. The cells were selected using 2 µg/mL puromycin (Gibco) for 48 h.

### Western blotting analysis

The cell lysates were used for western blotting analysis. Proteins were separated using sodium dodecyl sulfate–polyacrylamide gel electrophoresis, transferred to PVDF membranes (Bio-Rad), and blocked for 60 min in Blocking One (Nacalai tesque). Primary antibody dilutions were prepared in Can Get Signal immunoreaction enhancer solution (TOYOBO) as follows: anti-ROR2 antibody (AF2064; R&D Systems) 1:1000, anti-β-actin antibody (A5441; Sigma-Aldrich) 1:2000. Membranes were incubated with HRP-conjugated anti-mouse IgG (Invitrogen) or anti-goat IgG (Invitrogen). Proteins were visualized using ECL Prime Western Blotting Detection Reagent (GE Healthcare) and the ChemiDoc Touch Imaging System (Bio-Rad).

### Immunofluorescence staining

HiPSC-derived NS/PC or forebrain neuron was fixed in 4% paraformaldehyde in PBS (Nacalai) for 20 min at 25 °C. After washing with PBS, the cells were permeabilized with 0.2% Triton-X100 (Merk) in PBS for 15 min and blocked with Blocking One (Nacalai) for 30 min. The samples were incubated for 1 h with primary antibodies (anti-PAX6 antibody [PRB-278P-100, BioLegend], anti-MAP2 antibody [MAB8304, R&D systems], and anti-GAD1 antibody [AF2086, BioLegend]). Indirect immunostaining was performed with the secondary antibody (anti-rabbit IgG/Alexa Fluor 555 [A27039, Thermo Fisher Scientific], anti-goat IgG/Alexa Fluor 488 [A32814, Thermo Fisher Scientific], and anti-mouse IgG/Alexa Fluor 488 [A28175, Thermo Fisher Scientific]) for 1 h and examined under a BZ-X810 fluorescence microscope (Keyence).

### Generation of a *ROR2*-overexpressing cell line

*ROR2* overexpression cells were generated by infecting 253G1 cells with lentiviral particles expressing *ROR2*. Briefly, the nucleotide sequence of the human *ROR2* open reading frame (NM_004560) was de novo synthesized (Eurofins Genomics) and cloned into the pLVSIN-EF1α puromycin vector (Takara Clontech). Lentivirus packaging and virus infection were performed as described above.

### Microarray (Clariom D Assay)

Total RNA was extracted from hiPSC-derived NS/PC cells using an RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. Total RNA (100 ng per sample) was used as the input for the Clariom D Assay (Thermo Fisher Scientific). Target preparation was performed using a Gene Chip™ WT PLUS Reagent Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Hybridization was performed in a Gene Chip Hybridization Oven 645 for 16 h at 45 °C. Gene chips were scanned using a GeneChip Scanner 3000. Array quality control was performed using Transcriptome Analysis Console software (version 4.0.2.15). The National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) accession number for the microarray data is GSE233228.

### Mature neuron differentiation

Differentiation of hiPSCs into mature nerves was performed according to the manufacturer’s instructions using the STEMdiff Forebrain Neuron Differentiation Kit (#08600, STEMCELL Technologies) for forebrain-type nerves and the STEMdiff Midbrain Neuron Differentiation Kit (#100-0038, STEMCELL Technologies) for midbrain nerves. Using the STEMdiff SMADi Neural Induction Kit (Stem Cell Technologies) monolayer culture protocol described above, hiPSCs were differentiated into NS/PC, and mature neural differentiation was induced.

For midbrain neuron differentiation, hiPSC-derived NS/PCs (day 21, passage 3) were detached using Accutase and seeded into PLO (Sigma)-and laminin (Sigma)-coated 12-well plate at a density of 1.25 × 10^5^ cells/cm^2^ culture in STEMdiff Neural Induction Medium + SMADi medium for 24 h. The complete medium was replaced daily for 6 days with STEMdiff Midbrain Neuron Differentiation Medium. The midbrain neural precursors (day 7) were detached using ACCUTASE and seeded into PLO-and Laminin-coated 12-well plate at a density of 5 × 10^4^ cells/cm^2^ in STEMdiff Midbrain Neuron Maturation medium with a half-medium change every 2–3 days for 14 days.

For forebrain-type neuron differentiation, hiPSC-derived NS/PCs (day 21, passage 3) were detached using Accutase and then seeded into PLO-and Laminin-coated 12-well plate at a density of 1.25 × 10^5^ cells/cm^2^ culture in STEMdiff Neural Induction Medium + SMADi medium for 24 h. The full medium was replaced daily for 6 days with STEMdiff Forebrain Neuron Differentiation medium. The forebrain neural precursors (day 7) were detached using Accutase and seeded into PLO- and Laminin-coated 12-well plate at a density of 5 × 10^4^ cells/cm^2^ in STEMdiff Forebrain Neuron Maturation media with a half-medium change every 2–3 days for 14 days.

### Statistical analysis

Statistical analyses were performed using Prism 9 software (version 9.5.1; GraphPad Software Inc.). Data are presented as mean ± standard deviation (SD). For comparison between two groups the t-test was applied; in cases where another statistic test was applied, it is mentioned accordingly. Statistical significance was set at *P* < 0.05.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Data supporting the findings of this study are available in the article and supplementary information. The analyzed microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE233228. All remaining raw data are accessible from the corresponding author upon request. The source data are provided in this study.

# Supplementary material for: ROR2 expression predicts human induced pluripotent stem cell differentiation into neural stem/progenitor cells and GABAergic neurons
**Source:** Sci Rep. 2024 Jan 6;14:690. doi: 10.1038/s41598-023-51082-4
**Supplement:** Supplementary file 2 — Supplementary Information 2.

Supplementary Information

***ROR2* expression predicts human induced pluripotent stem cell differentiation into neural stem/progenitor cells and GABAergic neurons**

Takuya Kuroda¹, Satoshi Yasuda^{1,2,3}, Satoko Matsuyama^{1,4}, Takumi Miura^{1,2,5}, Rumi Sawada¹, Akifumi Matsuyama⁴, Yumiko Yamamoto⁶, Masaki Suimye Morioka⁶, Hideya Kawaji^{6,7}, Takeya Kasukawa⁶, Masayoshi Itoh⁶, Hidenori Akutsu⁵, Jun Kawai^{2,6}, and Yoji Sato^{1,2,8,9*}

Sciences, 3-25-26 Tonomachi, Kawasaki-ku, Kawasaki-shi, Kanagawa, 210-9501, Japan

Supplementary Figure 1

a

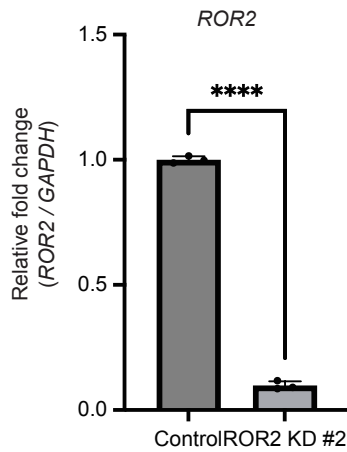

b

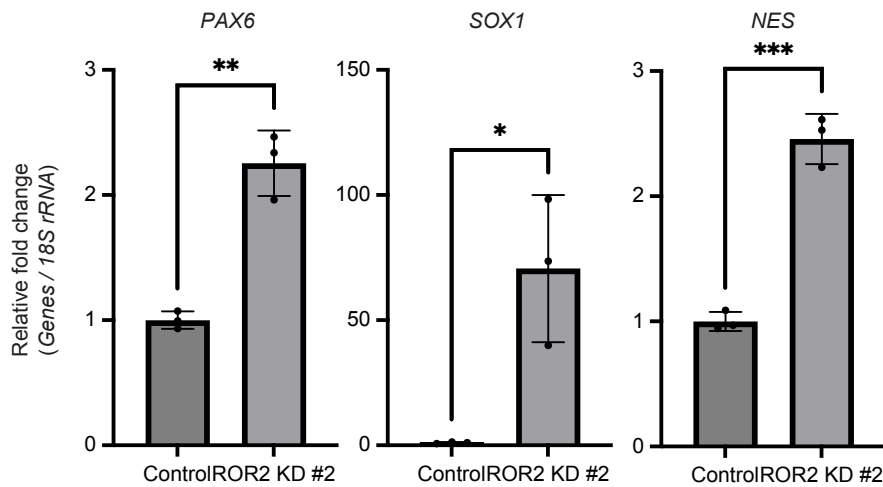

Supplementary Figure 1. NS/PC differentiation of R-2A *ROR2* KD (shRNA clone-#2)

(A) *ROR2* knockdown was confirmed by qRT-PCR analysis ($n = 3$, biological replicates). (B) R-2A *ROR2* KD-#2 cells were differentiated to NS/PCs with suspension method. qRT-PCR analysis of NS/PC marker genes in NS/PCs derived from *ROR2* KD-#2 cells and control shRNA cells ($n = 3$, biological replicates). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.005$, **** $P < 0.0001$ (two-tailed unpaired t-test). Error bars represent mean $\pm$ SD.

Supplementary Figure 2

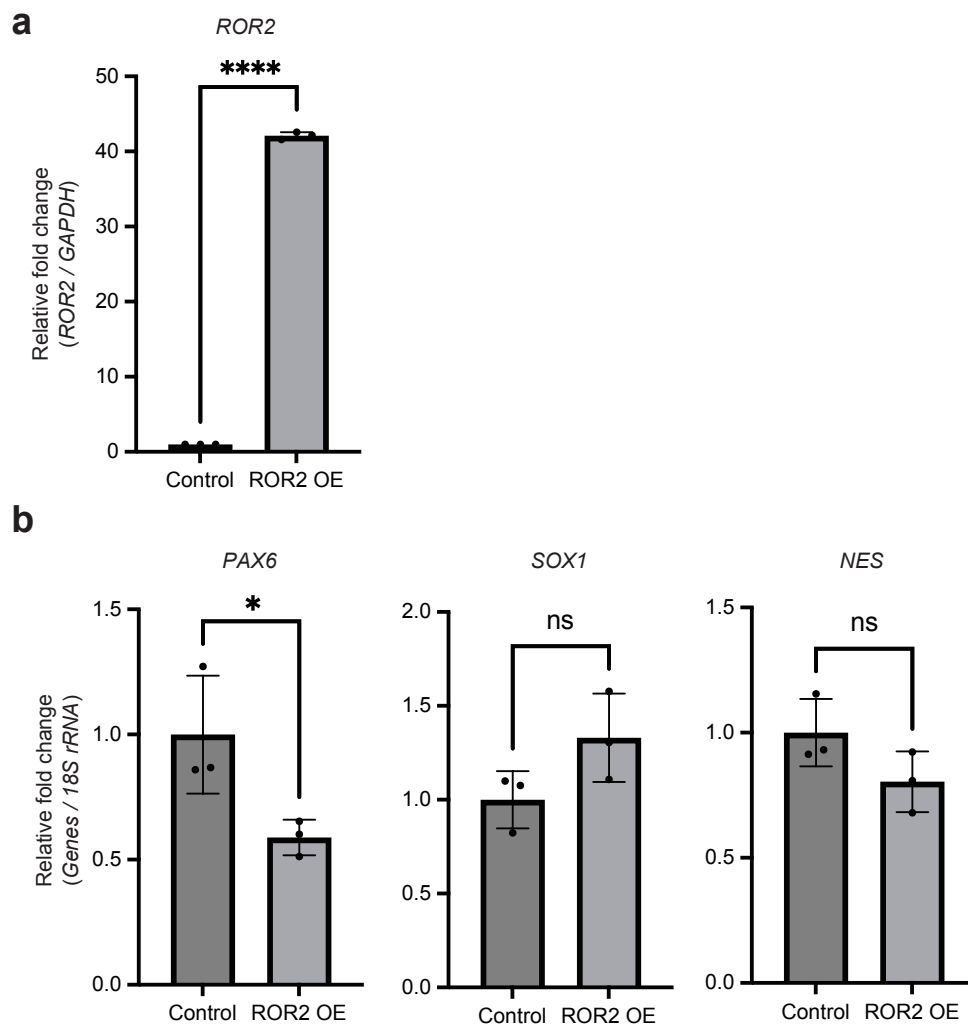

Supplementary Figure 2. NS/PCs differentiation of 253G1 *ROR2*-overexpression cells

(a) *ROR2* mRNA levels in undifferentiated 253G1 *ROR2* overexpressing cells (*ROR2* OE). (n = 3, biological replicates). (b) 253G1 *ROR2* overexpressing cells were differentiated to NS/PCs with adhesion method. qRT-PCR analysis of NS/PCs marker genes in NS/PCs derived from 253G1 *ROR2* overexpressing cells and control cells (n = 3, biological replicates). * $P < 0.05$, **** $P < 0.0001$ (two-tailed unpaired t-test). Error bars represent mean $\pm$ SD.

Supplementary Figure 3

Day7

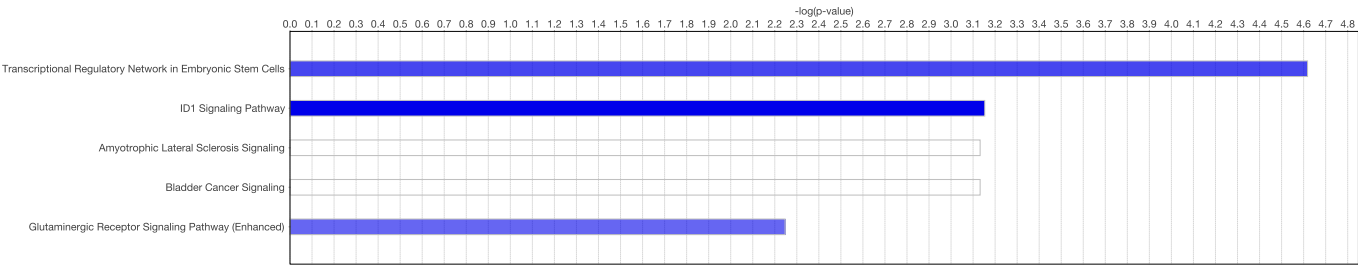

Day14

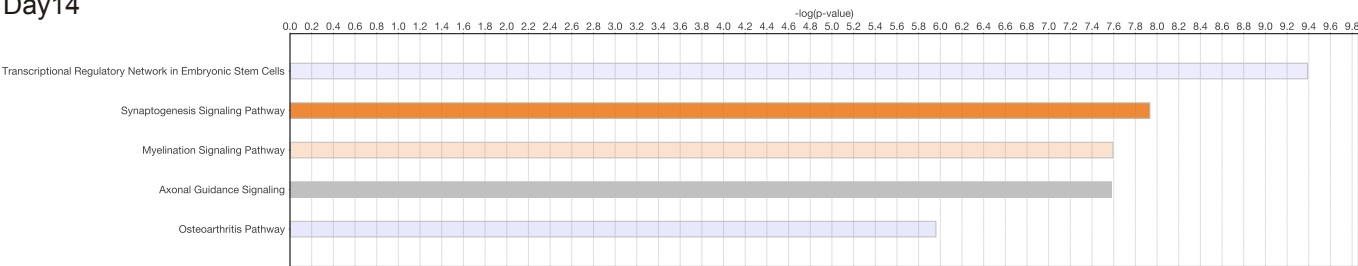

Day21

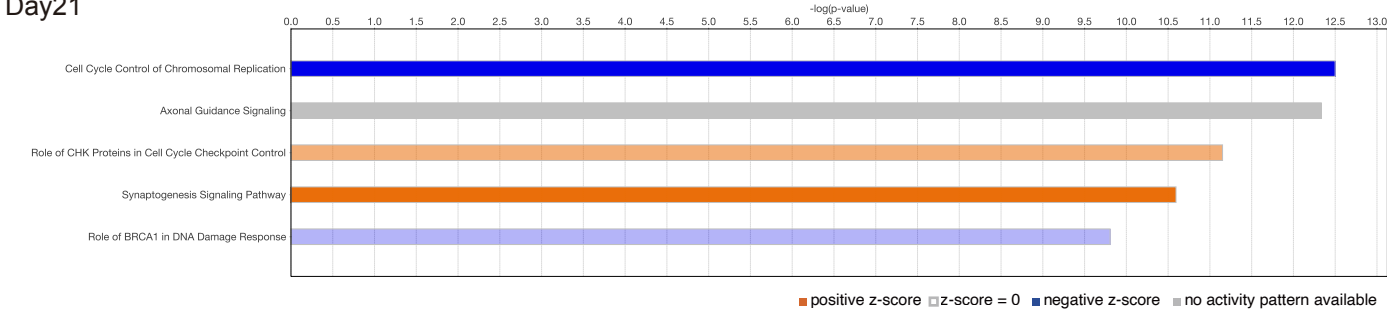

Supplementary Figure 3. Pathway analysis

Differentially expressed genes were subjected to IPA. The top five canonical pathways enriched at each time point are shown.

Supplementary Figure 4

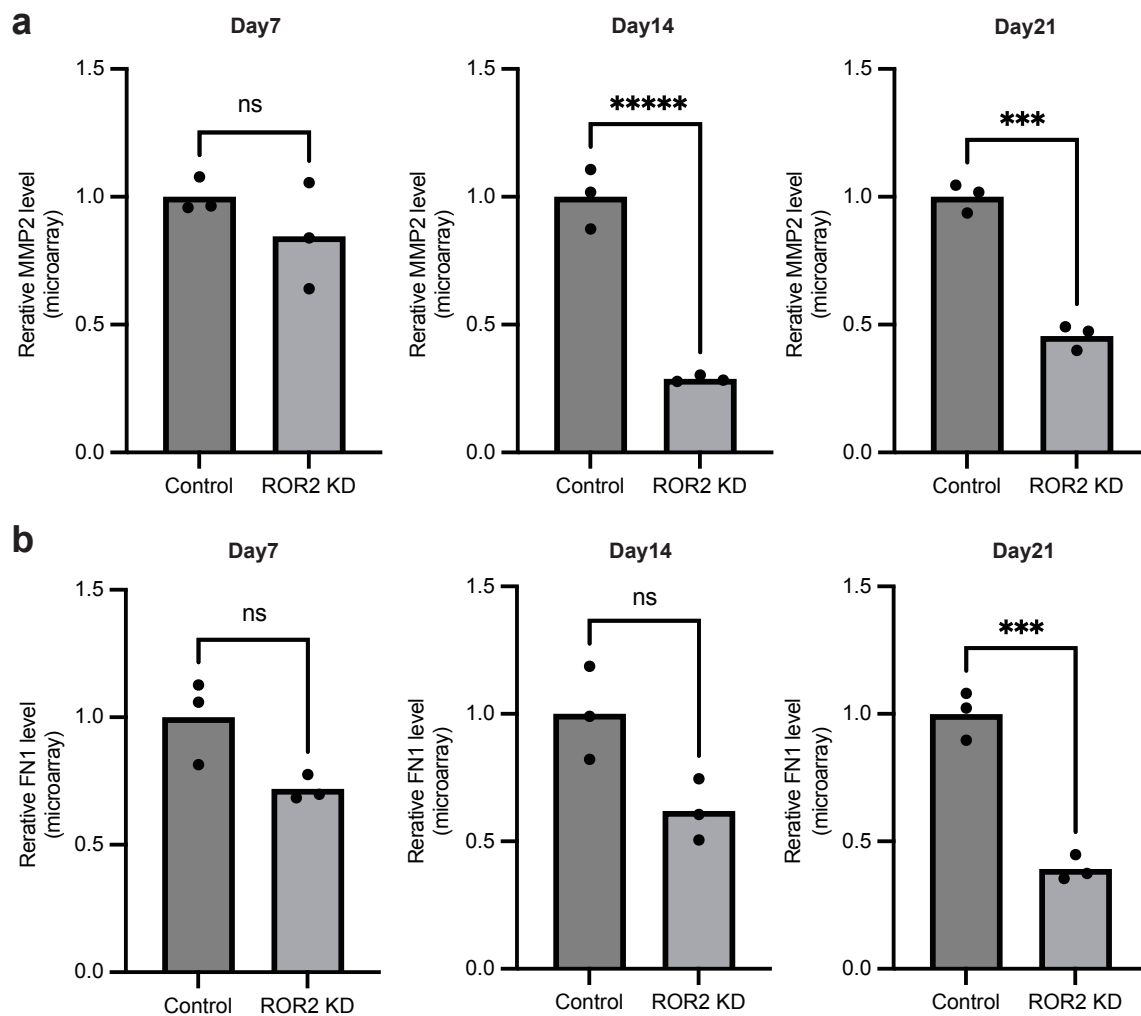

Supplementary Figure 4. EMT-related genes affected by *ROR2* knockdown in NS/PC differentiation

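From day 7 on, the level of *MMP2* fell in both cell lines. In control cells it was 13.64 ± 0.09 (log2, SD, n = 3) on day 7, 11.90 ± 0.17 on day 14 and 9.65 ± 0.08 on day 21. In *ROR2* KD cells it was 13.37 ± 0.36, 10.10 ± 0.06 and 8.52 ± 0.16 on the same days. *FN1* stood at 11.92 ± 0.25, 12.46 ± 0.27 and 10.84 ± 0.14 in control cells and at 11.46 ± 0.10, 11.76 ± 0.28 and 9.49 ± 0.18 in *ROR2* KD cells. Undifferentiated cells of both lines had *MMP2* at 13.21 ± 0.24 (control) and 13.20 ± 0.12 (*ROR2* KD), and *FN1* at 9.30 ± 0.12 and 9.35 ± 0.35.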

Comparison of *MMP2* and *FN1* expression between control and *ROR2* KD cells during neuronal differentiation process with microarray expression analysis. (n = 3, biological replicates). *** $P < 0.001$, **** $P < 0.000001$ (FDR-adjusted p-value). FDR-adjusted p-values were calculated with Transcriptome Analysis Console software (Thermo Fisher Scientific, version 4.0.2.15)

Supplementary Figure 5

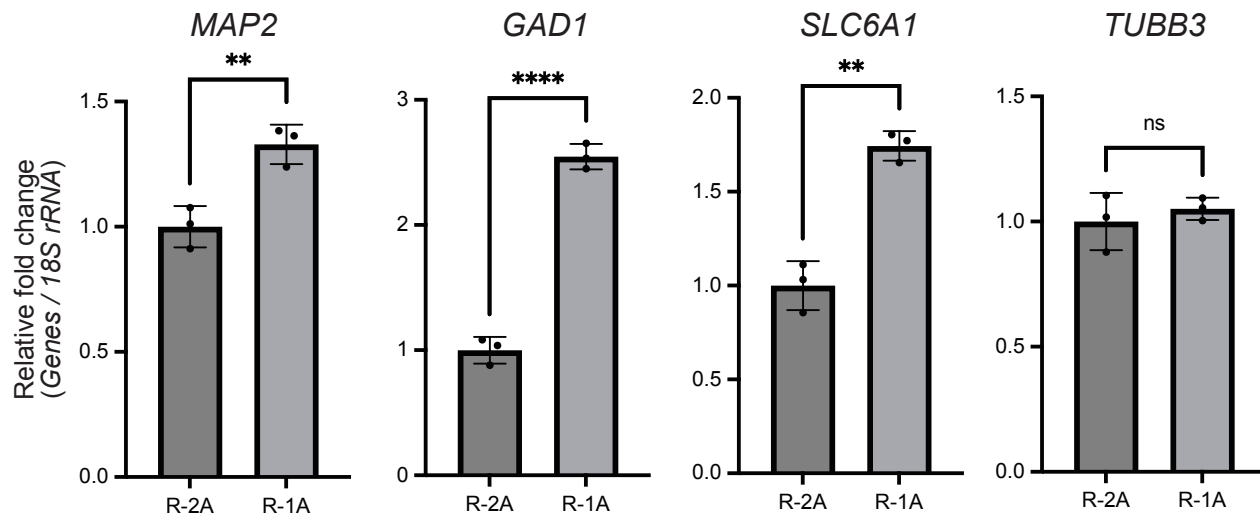

Supplementary Figure 5. Forebrain neuron differentiation of R-2A cell and R-1A cell.

qRT-PCR analysis of the mRNA levels of the forebrain neuron markers *MAP2*, *GAD1*, *SLC6A1*, and mature neuron marker *TUBB3*. Total RNA was isolated from R-2A cells and R-1A cells that were differentiated into forebrain neurons (day42, $n = 3$, biological replicates). ** $P < 0.01$, **** $P < 0.0001$ (two-tailed unpaired t-test). Error bars represent mean $\pm$ SD.

Supplementary Table 1. Information about the hiPSC lines

Supplementary Table 2. Probe and primer sequences.

Supplementary Dataset 1. List of genes differentially expressed during NS/PC differentiation between *ROR2* KD cells and control cells

ROR2 KD cells and control cells were compared for gene expression profiles during differentiation of hiPSCs into NS/PC to explore possible molecular mechanisms underlying the negative effects of *ROR2* on NS/PC differentiation. By comparing *ROR2* KD cells with control cells, we identified 41 upregulated and 57 downregulated genes, 340 upregulated and 267 downregulated genes, 721 upregulated and 863 downregulated genes on days 7, 14, and 21, respectively ($FC > |2|$ and FDR-adjusted $p\text{-value} < 0.05$). 

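Supplementary Dataset 1 lists, per day and direction, the genes that the authors called, with the mean signal of each cell line and the fold change between them. Most of its symbols were also called from the deposited values. Of its symbols that have a transcript cluster of their own, 34 of 34 higher and 49 of 50 lower genes of day 7 were called here, 297 of 307 and 232 of 246 of day 14, and 623 of 653 and 733 of 796 of day 21. Among the called genes were *NNAT* and *ZIC1* on each of these days and *PAX6* on days 14 and 21. Across the listed genes, which are not independent replicates, the log2 fold changes computed here and those of the dataset correlated at 0.996 for 84 symbols on day 7, 0.994 for 544 on day 14 and 0.988 for 1434 on day 21. The median absolute difference was 0.09 on day 7, 0.07 on day 14 and 0.09 on day 21 (log2).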

For each of these genes, the gene symbol, fold change, signal values, and FDR p-val are shown.

How the deposited data were processed for this re-analysis (not part of the article)

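The deposited table of the series holds log2 signals of 24 Clariom D arrays: R-2A hiPSCs with a control shRNA or an shRNA against *ROR2* (*ROR2* KD), undifferentiated (day 0) and on days 7, 14 and 21 of NS/PC differentiation, with 3 biological replicates per cell line and day. The authors made the values with RMA in Transcriptome Analysis Console, which corrects background, normalizes between arrays and summarizes the probes of each transcript cluster to 1 value per array. The paper's text does not name which of its shRNAs the array experiment used, and the arrays of day 0 are not described in it. Conditions, days and replicate numbers were taken from the sample labels.

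Of 138745 probe sets, 2995 array controls were left out. The annotation deposited for the array gave a gene symbol for 37295 of the 135750 transcript clusters tested: 36176 had 1 symbol, 1119 had several and 98455 had none. Of 24583 single Entrez gene IDs, 24543 were found in the RefSeq gene table, and 0 symbols needed updating. Values were used as deposited, with no filter on dim clusters and no further scaling. Array medians, correlations within groups and identical arrays were checked, and 0 pairs of identical arrays were found. The precision is limited by the number of arrays. The background level of an array is the 95th percentile of its 23 background probe sets. How many called clusters lay under it was counted after the results were seen.

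Comparisons were made with limma 3.58.1 in R 4.3.3 (tables read with data.table 1.17.8). A means model with 8 groups was fitted to all 24 arrays (16 residual degrees of freedom, 6.36 prior degrees of freedom), with the contrast *ROR2* KD minus control at each day, the differences of these contrasts between days, and the changes between days within each cell line. P-values are two-sided and adjusted by the Benjamini-Hochberg method over all transcript clusters. A cluster was called at an adjusted p under 0.05 and a fold change above 2, and counts cover clusters with a symbol. A gene with several clusters was reported from the single-symbol cluster with the highest mean over all arrays.

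The groups of genes were 26 lists, chosen before the data were examined but after the gene symbols of Fig. 4b and part of Supplementary Dataset 1 had been seen: pluripotency; NS/PC markers; dorsal forebrain and excitatory lineage; forebrain GABAergic lineage; medial ganglionic eminence and ventral patterning; midbrain dopaminergic lineage; eye field and pigment cell; neural crest; ZIC family; EMT mesenchymal; EMT epithelial; mesoderm and endoderm; canonical WNT targets; noncanonical WNT and planar polarity; synapse; ephrins and Eph receptors; neuron; DNA replication; mitosis; astrocyte and oligodendrocyte; FGF/ERK feedback; BMP response; imprinted genes of the paternal and of the maternal allele; HOX; and reference genes. Each list was tested at each day with limma's camera at a preset correlation between genes of 0.01 and with an estimated correlation, and with fry, adjusted over the 104 tests. A list counts as called from camera with the preset correlation. The genes named are those the paper names for the arrays or drew in Fig. 4b, the markers it measured by qRT-PCR, the 10 called genes with the largest and the 10 with the smallest fold change of each day whose arrays separate the groups, and up to 4 called members of each list. Some further members of lists are named where few were called, chosen after their values were seen. Genes that depend on the sex of the donor were left out.

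Pairing by replicate number was checked and not used: the correlation of the residuals between arrays of the same number in both cell lines lay between -0.02 and 0.22, and 6 of 12 arrays correlated best with the array of their own number. The model was tested on simulated arrays, drawn from the mean of the control arrays and the residual spread of each transcript cluster, with changes added to the *ROR2* KD arrays of day 7. Of 50 changed genes each, 36 were called at a log2 change of 1.5, 45 at 2, 50 at 3 and 50 at 4, with 9 of 135550 unchanged clusters called. Of 25 unchanged gene lists, 0 had a camera p under 0.05 on day 14. The simulated genes varied independently of each other. This result therefore does not test camera on lists with correlated genes, such as mitosis (estimated correlation 0.48). The alternatives were only the 6 arrays of a day, a replicate block, median centring, quantile normalization, a variance trend, robust moderation, array weights, the unpaired test that the paper's statistics section gives in general (not for the arrays), a filter on dim clusters, all clusters, 1 cluster per symbol, other thresholds, and each replicate left out in turn.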

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

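The tests of exchanged arrays, of a loss of signal and of ventral identity were chosen after the results were seen.

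*PAX6* differed between *ROR2* KD and control cells by different amounts on different days. Its difference grew by 1.75 (log2, standard error 0.38, adjusted p = 0.0473 from limma's test of the change in effect) from day 7 to 14 and by 8.34 (standard error 0.38, adjusted p = 5.84e-12) from day 14 to 21. In the last interval *PAX6* changed by -7.90 (standard error 0.27, adjusted p = 5.29e-15) in control cells and by 0.44 (adjusted p = 0.395) in *ROR2* KD cells. Exchanged arrays on day 21 would have raised *NNAT* in *ROR2* KD cells, whose log2 fold change was -5.39 on that day. For a loss of signal on the control arrays of day 21, the median change of all transcript clusters from day 14 to 21 cannot decide. It was 0.0671 in control cells, but the normalization between arrays fixes this value. The share of clusters with a symbol above the background level was 25.0% to 25.9% on the control arrays of day 21. On those of day 14 it was 23.9% to 25.2%. This share comes from the same normalized values, and its cut-off rests on 23 probe sets, so that it cannot decide either. *PAX6* was under the background level (the 95th percentile of the array's background probe sets) on the 3 control arrays of day 21. The size of its fall may therefore depend on background signal. A candidate explanation is that the control cells took on a ventral forebrain identity, in which *PAX6* is low. Of 15 genes of ventral patterning, 8 rose and 0 fell in control cells from day 14 to 21 (median 1.13, camera p = 5.91e-05 with an estimated correlation). In *ROR2* KD cells, where *PAX6* was not lower, 6 rose and 0 fell (median 0.54, camera p = 0.00497 with an estimated correlation). The rise was smaller there (camera p = 0.00208 for the difference, with an estimated correlation). *NKX2-1* was also lower in these cells than in control cells on day 21 (log2 fold change -5.86). Their rise therefore does not decide whether ventral identity is a sufficient reason. Ventral identity is a hypothesis, found and tested on the same arrays, and *NKX2-1* had been seen in Fig. 4b when the list was written.

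The difference between *ROR2* KD and control cells also changed between days for 4 other genes. For *NNAT* it changed by -3.57 from day 0 to 7 (standard error 0.49, adjusted p = 0.0123). *NNAT* was under the background level on all 6 arrays of day 0, so that the size of this change may depend on background signal. From day 7 to 14 the difference changed by -1.53 (standard error 0.27, adjusted p = 0.00901) for *MMP2* and by -4.84 (standard error 0.68, adjusted p = 0.000573) for *ZIC1*. For *ROR2* it changed by 1.68 (standard error 0.37, adjusted p = 0.0342) from day 14 to 21. All 12 arrays of these days were under the background level for *ROR2*, so that the change does not show a weaker knockdown. *ZIC1* was under it on 2 *ROR2* KD arrays of day 7 and 1 of day 14.

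The paper's text does not describe the arrays of undifferentiated cells (day 0). *ROR2* was lower in *ROR2* KD cells by then, at 5.29 ± 0.71 (log2, SD, n = 3) against 7.81 ± 0.19 in control cells, a log2 fold change of -2.51 (standard error 0.26, adjusted p = 0.000165). In total 34 transcript clusters with a symbol were called, 9 higher and 25 lower. Of these, 18, *ROR2* among them, were under the background level on all 6 arrays. The metallothionein genes *MT1F* and *MT1E* were higher, *MT1F* by 1.91 (standard error 0.22, adjusted p = 0.000521), as was *CUZD1* by 2.38 (adjusted p = 0.000541). *CUZD1* was under the background level on all 3 control arrays. The count was 14 without control replicate 1, 15 without control replicate 3, 20 without *ROR2* KD replicate 2 and 17 without *ROR2* KD replicate 3. With only the 6 arrays of day 0 in limma, 0 clusters were called, *ROR2* included (2498 had an unadjusted p under 0.05).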

How the results depend on the processing

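Leaving out the 4 arrays with the highest medians was chosen after the data were seen. The log2 fold changes of *NNAT*, *ZIC1*, *PAX6*, *ROR2*, *MMP2* and *FN1* on days 7, 14 and 21, and that of *ROR2* on day 0, kept their direction under every alternative run, apart from *MMP2* on day 7, which was not called and stood at 0.0816 without those 4 arrays. Without them *ZIC1* on day 7 was -2.52 (adjusted p = 0.119), and the counts were 36, 136, 636 and 1710 on days 0, 7, 14 and 21. The cause was not tested.

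With only the 6 arrays of a day, which leave 4 residual degrees of freedom, limma called 0 clusters on day 0, 12 on day 7 and 849 on day 21. *ROR2* on day 0 (-2.51, adjusted p = 0.514) and *MMP2* on day 21 (-1.14, adjusted p = 0.0598) were then not called. With a replicate block as well, 0, 5 and 617 clusters were called on days 0, 7 and 21 (2375 on day 0 had an unadjusted p under 0.05), and *ROR2* on day 0 (-2.51, adjusted p = 0.736), *FN1* (-1.35, adjusted p = 0.0725) and *MMP2* (-1.14, adjusted p = 0.124) on day 21 were lost. A replicate block with all groups gave 36, 111, 606 and 1687.

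The paper's statistics section gives a t-test in general, but for the arrays the legend on *MMP2* and *FN1* names adjusted p-values from Transcriptome Analysis Console. Those of Supplementary Dataset 1 lie within 5% of limma's, plus a small fixed allowance, for 83 of 84, 539 of 544 and 1413 of 1434 symbols on days 7, 14 and 21. Very small adjusted p-values pass through the allowance whatever their ratio. The methods' t-test has no shared variance and called 0, 0, 10 and 136 clusters on days 0, 7, 14 and 21 (216 and 305 on days 0 and 7 had an unadjusted p under 0.05 and a fold above 2). It lost *ROR2* on days 0, 7 and 14 (-2.51, -2.62 and -2.56), *NNAT* on days 7, 14 and 21 (-4.81, -4.96 and -5.39) and *ZIC1* on days 7 and 14 (-3.41 and -8.26). It also lost *PAX6* on day 14 (2.23), *MMP2* on days 14 and 21 (-1.79 and -1.14) and *FN1* on day 21 (-1.35), with adjusted p between 0.0602 and 0.633.

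The other settings changed the counts by more than 1.5 times on days 0 and 7 alone. Quantile normalization gave 54 on day 0, array weights 11 and 349 on days 0 and 7, all transcript clusters 63 and 310, 1 cluster per symbol (fewer tests) 101 and 164, and an adjusted p under 0.01 gave 9 and 44. Leaving out 1 replicate gave 14 to 37 on day 0 and 35 to 413 on day 7. For the genes named, 5450 of 5806 comparisons with an alternative set in advance kept the side of the threshold. The call was lost in 333 and gained in 23. With a replicate left out, 3323 of 3510 kept the side, 178 lost and 9 gained the call. A turn of direction was counted only where a gene was called in either fit, and there were 0. Genes called in neither fit were not checked for direction.

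Of 104 tests of gene lists, 32 were called, and 9 with an estimated correlation, which widens the test. Fry called 33 (25 of them shared), median centring 32, quantile normalization 25, the mean of a gene's clusters 27, a replicate block 31, and 27 were called without the 4 arrays. The 6 arrays of a day make 10 splits, too few for a share under 0.05: the real split gave 34, 102, 607 and 1686 clusters on days 0, 7, 14 and 21 and the highest other split 1, 0, 0 and 0. The real split, adjusted within the day, called 1, 8, 12 and 10 lists, and the highest other split 2, 6, 8 and 6. The number of splits with as many was 1 for each count of clusters, and 2, 1, 1 and 1 for the lists. Signal over background limits dim genes: no filter was applied, the background's 95th percentile lay between 7.30 and 9.97 (log2), and 18, 27, 157 and 424 called clusters of days 0, 7, 14 and 21 were under it on all 6 arrays.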

Other observations

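The tests of the transcript clusters without a symbol and of exchanged control arrays were chosen after the results were seen.

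Regional and cell-type genes other than those above moved in small numbers. Of 16 genes of the midbrain dopaminergic lineage, 2 were higher and 0 lower on day 21. *TH*, the first enzyme of dopamine synthesis, rose by 2.11 (log2, standard error 0.24, adjusted p = 4.01e-06 from limma, n = 3 per group), and *DDC*, the next, by 1.44 (adjusted p = 0.00568, but 0.0727 without the 4 arrays with the highest medians); camera gave adjusted p = 0.195 for the list. Of 15 genes of the dorsal forebrain and excitatory lineage, 3 were higher and 1 lower on day 14 (adjusted p = 0.0806), and 2 higher and 0 lower on day 21 (adjusted p = 0.0154, but 0.287 with an estimated correlation). *DMRTA1*, a transcription factor of cortical progenitors, was higher by 1.33 on day 21. Of 14 genes of the eye field and pigment cells, 2 were lower on day 14, the pigment gene *PMEL* at -1.84 and the optic stalk gene *VAX1* at -1.53 (adjusted p = 0.00689, but 0.0765 without control replicate 3 and 0.0699 without *ROR2* KD replicate 2; list adjusted p = 0.0479, but 0.4 with an estimated correlation). On day 21, 1 was higher and 1 lower: *SIX3*, a forebrain homeobox gene, rose by 3.17 (standard error 0.31, adjusted p = 4.13e-07; list adjusted p = 0.756). Of 12 genes of astrocytes and oligodendrocytes, 3 were lower and 0 higher on day 21 (adjusted p = 0.0891). The oligodendrocyte lineage factor genes *OLIG2* and *OLIG1* had log2 fold changes of -4.09 and -1.54, and the gap junction gene *GJA1* of -2.94. *TH*, *DDC* and *OLIG1* on day 21 and *PMEL* on day 14 were under the background level on all 6 arrays. On day 21 *DMRTA1* was under it on all 3 control arrays and *OLIG2* on 2 control and all 3 *ROR2* KD arrays, and *GJA1* on 2 *ROR2* KD arrays.

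Signaling genes changed in both directions. Of 21 ephrins and Eph receptors, 3 were higher and 2 lower on day 14 (adjusted p = 0.594) and 1 higher and 4 lower on day 21 (adjusted p = 0.126). *EPHA3*, a guidance receptor, was higher by 4.15 on day 14 and 3.82 on day 21, and *EPHA5* had a log2 fold change of -2.94 on day 21, where it was under the background level on all 3 *ROR2* KD arrays. Of 16 genes of the BMP response, 1 was lower on day 7 (*ID1*, adjusted p = 0.00907, but 0.257 without the 4 arrays with the highest medians), with a list adjusted p of 0.0205, but 0.407 with an estimated correlation. On day 14, 3 were higher and 2 lower (adjusted p = 0.874), and 3 were higher and 4 lower when adjusted over the list alone. On day 21, 0 were higher and 4 lower (adjusted p = 0.797), among them *BMP7* at -3.21 and the BMP antagonist *NOG* at -2.86. All 4 were under the background level on all 6 arrays. Of 12 targets of canonical WNT signaling, 1 was higher on day 14 (adjusted p = 0.899) and 2 were lower on day 21 (adjusted p = 0.195). *CCND1*, the cyclin of G1 phase, fell by 3.47 (standard error 0.21, adjusted p = 1.66e-10) on day 21.

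Of 14 genes expressed from the paternal allele, *NNAT* among them, 2 were lower on day 7 (adjusted p = 0.0183, but 0.26 with an estimated correlation), 2 on day 14 (adjusted p = 0.347), and 4 were lower and 1, *NAP1L5*, higher on day 21 (adjusted p = 0.0293, but 0.287 with an estimated correlation). *DLK1*, a noncanonical Notch ligand, fell by 1.89 and *PEG10* by 1.29 on day 21. Of 5 genes of the maternal allele, 1 was lower on day 21, the cell cycle inhibitor *CDKN1C* at -1.53 (list adjusted p = 0.49). No gene of the 9 HOX genes was called on any day (list adjusted p between 0.843 and 0.973). Of 9 reference genes, 1, *GUSB*, was lower on day 21 (adjusted p = 0.0167, but 0.162 with only the 6 arrays of that day, and under the background level on 5 of them; list adjusted p = 0.126). Of 18 pluripotency genes, 0 were called on day 14 (list adjusted p = 0.0229, but 0.287 with an estimated correlation) and 1 was lower on day 21, the RNA-binding protein gene *LIN28B* at -1.25 (adjusted p = 0.00158, but 0.0803 with only the 6 arrays of that day; list adjusted p = 0.875). In control cells 12 of the 18 fell from day 0 to 7. Of 13 mesoderm and endoderm genes, the chemokine receptor gene *CXCR4* was lower on day 14 at -2.71 (adjusted p = 7.89e-07) and on day 21 at -1.15 (list adjusted p = 0.302 and 0.812). The call of *CXCR4* on day 21 was lost with only the 6 arrays of the day (adjusted p = 0.0528), without control replicate 1 or 3 (adjusted p = 0.0573 and 0.0626), without *ROR2* KD replicate 1 (adjusted p = 0.0505) and without the 4 arrays with the highest medians (adjusted p = 0.0697). On day 0, genes of DNA replication (adjusted p = 0.000357, but 0.51 with an estimated correlation) and of FGF/ERK feedback (adjusted p = 0.0479, but 0.627) ranked below other genes, with 0 members called. On day 7, DNA replication ranked above other genes (adjusted p = 0.00608, but 0.627 with an estimated correlation).

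On day 7, 155 transcript clusters without a symbol were higher and 53 lower in *ROR2* KD cells. A lasting effect of *ROR2* KD on the 155 clusters is argued against by their later fold changes: the median was 3.59 on day 7 and 0.48 on day 14, and the lower of those on days 14 and 21 was 0.0854. Across the 18 arrays of days 0, 14 and 21, the deviation of these clusters from the group mean correlated with that of the array median at 0.810 (permutation p = 0.0642), at a Spearman correlation of 0.406 (p = 0.207), and at 0.486 without the 2 farthest arrays. A property of single arrays and an effect confined to day 7 cannot be told apart, since the permutation p is above 0.05 and the correlation is lower without 2 arrays.

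The differences of day 14 may reflect *ROR2* KD cells that were further along the course of the control cells. An exchange of the control arrays of days 7 and 14 is argued against by *SOX1*, a progenitor transcription factor, which rose by 5.38 in control cells between these days. Across the 571 genes called on day 14, the fold change correlated at 0.408 with the change in control cells from day 7 to 21, which shares no array with it. The direction was shared by 213 of the 313 higher and 177 of the 258 lower genes, 68.3% in all, against 55.2% of all genes. *DLX5* is an example, while *PAX6* and *ZIC1* go against it. This is a hypothesis, and the idea came from the levels of *DLX5* and related genes, which had been seen.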
